# Whole-genomic and transcriptomic analyses elucidate *p*-cresol and styrene degradation metabolism in *Rhodococcus opacus* 1CP

**DOI:** 10.1128/aem.00045-26

**Published:** 2026-03-27

**Authors:** Selvapravin Kumaran, Thomas Heine, Janosch A. D. Gröning, Michael Schlömann, Andreas Albersmeier, Tobias Busche, Jörn Kalinowski, Christian Rückert-Reed, Lena Schaffert, Dirk Tischler

**Keywords:** *Rhodococcus opacus *1CP, phenol hydroxylases, *ortho*-/*meta*-/side chain attack, *pheA1 *knock-out, transcriptome, gene redundancy, lignin metabolization

## Abstract

The genus *Rhodococcus* comprises numerous strains recognized for degradation of pollutants and production of secondary metabolites, including biosurfactants, lignin breakdown, and utilization of volatile organic compounds. Often, gene redundancies and the evolution of alternative pathways are attributed to such characteristics. *Rhodococcus opacus* 1CP, initially isolated as a chlorophenol-degrading strain, was found to be a model organism comprising several such features. In this study, we analyzed the genome and transcriptome and provided evidence that the strain 1CP uses three different pathways of *ortho-*, *meta-*, and side-chain attack for the degradation of aromatic compounds. The wild-type strain and the single and double knock-out mutants of phenol hydroxylases were able to attack substituted phenols via the classical *ortho*-route. In contrast, the triple knock-out mutant expressed *meta*-pathway genes to act on *p*-cresol, indicating that this pathway serves as a reserve in strain 1CP. Growth of 1CP on phenol, *p*-cresol, and styrene induces several gene clusters that are associated with lignin metabolization. Catechol, protocatechuate, and phenylacetic acid are major key intermediates that are funneled into central metabolic pathways, which enable strain 1CP to degrade acetophenone, benzoate, phenol, 2-phenylethanol, and styrene. Strain 1CP possesses an alternative, modified *ortho*-cleavage pathway that allows it to degrade 2-chlorophenol. Interestingly, in almost all cases, redundant genes were identified; however, only in a few cases, such as phenol hydroxylases, were they found to be active and simultaneously involved in metabolic activities. The transcriptomic and kinetic data showed that the redundant styrene oxide isomerase is upregulated and involved in styrene degradation.

**IMPORTANCE:**

*Rhodococcus opacus* 1CP is a model organism for various biotechnological applications due to its capabilities to metabolize a vast range of aromatic and xenobiotic compounds. Although strain 1CP has been used for decades in bioremediation, the complete metabolic pathways underlying degradation have never been elucidated. In this study, the ability of the strain to bypass phenol hydroxylase deletions and degrade substituted phenols is described using genomics, transcriptomics, and gene knock-out analyses. Despite its metabolic versatility, strain 1CP has been reported only for the *ortho*-cleavage pathway. No enzymatic or metabolic evidence has supported the presence of a *meta*-cleavage pathway to degrade aromatic compounds. Genes associated with such *meta*-pathways have been identified, but are not clustered with known degradation operons. In this study, we demonstrate that a triple knock-out mutant can utilize a *meta*-cleavage pathway for the degradation of substituted phenols.

## INTRODUCTION

The genus *Rhodococcus* has been extensively reported to produce antibiotics and other important natural products. Recently, they were found to act on isoprene compounds (1–5) and are therefore important biocatalytic tools in biotechnological applications (6–9). G+C- rich, aerobic, mycolate-containing actinomycetes, *Rhodococcus* strains have been isolated from various environments (10, 11). For instance, the strain *Rhodococcus baikonurensis* was isolated from the Russian space station *Mir* (12). *Rhodococcus* strains are of interest because of their ability to degrade a broad range of xenobiotic compounds, including (halo-)aromatic compounds, polycyclic aromatic compounds, heteroaromatic nitriles, and long-chain *n*-alkanes (11, 13–17, 18). In addition, they have been reported to degrade complex compounds, such as plastics (polyethylene and polystyrene), plasticizers (*n*-butyl benzyl phthalate), lignin, rubber, and steroids (19–24). Their metabolic versatility is mainly due to the large variety of enzymes encoded in circular or linear plasmids and large genomes (7–9 Mbp) (25–27).

The representative strain *Rhodococcus erythropolis* 1CP was isolated as a chlorophenol degrader (28, 29) and later reclassified as *R. opacus* (30) in 1999. Since then, the strain has been subjected to various investigations regarding the degradation and production of various compounds, stress response, and biotechnological applications (Table S1) (31–35). Several metabolic pathways and their key enzymes have been characterized, including dye degradation (36); formation of maleimides, pigments, epoxides, or sulfoxides (37–40); and biosurfactant production (41, 42).

Strain 1CP was studied intensively for (halo-)aromatic compound degradation, which includes the degradation pathways for styrene, benzoate, phenol, and catechol derivatives(43–45) . In particular, the degradation of 4-chlorophenol and 2,4-dichlorophenol has been investigated (28). Degradation of 3-chlorophenol is less efficient, while 2-chlorophenol can only be transformed after prolonged adaptation (46). As an adaptive mechanism, strain 1CP is also able to change its lipid composition within the membrane depending on the growth medium. This results in a 10-fold increase in methyl-branched fatty acids when phenol or 4-chlorophenol is present as substrate, compared to fructose (30).

Phenols (or substituted phenols) and benzoates are activated by various mono- and dioxygenases (Table 1). Some of them, such as phenol hydroxylases, are encoded in several copies on the 1CP genome (47). Depending on the substituents, the activated products are further funneled into protocatechuate and (halo-)catechol degradative pathways. These different sets of gene clusters have been subjected to various studies (48–50). In particular, the degradation of 3-chlorocatechol appeared to be interesting, as it follows a modified *ortho*-cleavage pathway (48, 51).

**TABLE 1:** All genes/gene clusters of 1CP applied for biocatalysis in 1CP^*a*^

Biocatalysts	Accession no.^*b*^	Location	Reference
Benzoate 1,2-dioxygenase (BenABC)	WP_065492188/ WP_005258735/ WP_065492189 (**ξ**)	{C70}	(52)
3-Chlorobenzoate 1,2-dioxygenase			(53, 54)
3-Hydroxybenzoate 6-hydroxylase	WP_065491985	C	(55)
2,5-Dihydroxybenzoate dioxygenase	WP_065491982	C	(55)
Protocatechuate 3,4-dioxygenase (PcaHG)	WP_065491756/WP_005261317 (**$**)	{C57}	(50)
3-Carboxymuconate cycloisomerase (PcaB)	WP_065491757 (**$**)	{C57}	
4-Carboxymuconolactone decarboxylase/ 3-oxoadipate enollactone hydrolase (PcaL)	WP_065491758 (**$**)	{C57}	
(Chloro)phenol hydroxylases (PheA1/PheA2)	WP_032492681/WP_032492682 (*)	{I104}	(47), this study
	WP_005264050/WP_037231006 (**ξ**)	{C68}	
	WP_065492265/ WP_065492264 (**‡**)	{C75}	
Catechol 1,2-dioxygenase (CatA, CatA2, CatA3, CatA4)	WP_065492183 (**ξ**)	{C65}	(47, 49, 53, 56), this study
	WP_065492266 (**‡**)	{C75}	
	WP_005264055 (**ξ**)	{C67}	
	WP_065493784 (*)	{I105}	
Muconate cycloisomerase (CatB)	WP_065492182 (**ξ**)	{C65}	(50, 57)
Muconolactone isomerase (CatC)	WP_005573881 (**ξ**)	{C65}	(49)
IclR-type regulator (CatR)	WP_005264056 (**ξ**)	{C65}	(58)
4-Chlorocatechol 1,2-dioxygenase (ClcA)^α^	WP_065493674 (**χ**)	{I97}	(59–62)
Chloromuconate cycloisomerase (ClcB)^α^	WP_081315590 (**χ**)	{I97}	(57)
Dienelactone hydrolase (ClcD)^α^	WP_065493673 (**χ**)	{I97}	(63)
3-Chlorocatechol 1,2-dioxygenase (ClcA2)	WP_032492675 (*)	{I103}	(48, 51, 62, 64, 65)
Chloromuconate cycloisomerase (ClcB2)	WP_065493777 (*)	{I103}	(57, 66)
5-Chloromuconolactone dehalogenase (ClcF)	WP_032492678 (*)	{I103}	(65, 67–71)
Dienelactone hydrolase (ClcD2)	WP_032492676WP_032492676 (*)	{I103}	(63)
Maleylacetate reductase (ClcE, ClcE2, MacA)	WP_065493910 (*)	{I104}	
	WP_081315596 ^β^	I	(72)
Succinyl-CoA:3-oxoadipate CoA transferase (PcaIJ)	WP_005248111/WP_005261315 (**$**)	{C57}	(50)
3-Oxoadipyl CoA thiolase (PcaF)	WP_065491759 (**$**)	{C57}	(50)
Styrene monooxygenase (StyA/B)	WP_065493737/WP_065493736 (**Ф**)	{I102}	(73)
Styrene oxide isomerase (StyC)	WP_065493735 (**Ф**)	{I102}	(74, 75)
Indole monooxygenases (IndA1 & IndA2B)	WP_065490891/WP_065490893	{C46}	(76–78)
Trehalose phosphate synthases (OstA1 & OstA2)	WP_065491169/WP_065489169	C	(42)
Ene-reductase (OYERo2)	WP_064080187	C	(37)
Azo-reductases (AzoRo)	WP_065493914	I	(36, 79, 80)
UDP-glucose pyrophosphorylases (*Ro*GalU1 & *Ro*GalU2)	WP_065489819/WP_005567389	C	(81)

^*a*^ Location of the genes is indicated by (C) chromosome or (Ι) pR1CP1. When applicable, the gene(s) is matched with the corresponding number in Data Set S1 (shown in parentheses in the location column). PheA2(1) was not expressed successfully. Genes assigned with Greek letters are located in repeat regions: α, 22^505573-517760^ and 23^517823-616758^; β, 23 and 24^616821-704469^.

^*b*^ Symbols indicate genes that belong to the same functional cluster. Genes associated with the *ortho*-cleavage pathway are marked with (**ξ**), while those for the *ß*-ketoadipate pathway are marked with (**$**). The chlorocatechol pathway is marked with (**χ**), (**‡**), and (*), and the styrene degradation pathway is marked with (**Ф**).

Herein, the cycloisomerase ClcB2 is unable to dehalogenate the 5-chloromuconolactone during the transformation of 2-chloro-*cis*,*cis*-muconate. Thus, an additional dehalogenase (ClcF), related to the muconolactone isomerase family, is required for the formation of dienelactone. It is the only representative of this type of dehalogenases identified so far (48, 67). The dienelactone is transformed to maleylacetate by dienelactone hydrolases and converted to 3-oxoadipate by maleylacetate reductase (ClcE or MacA), the central intermediate of this degradation pathway in strain 1CP (63). These reductases appear to be encoded several times on the genome, and at least one of them could perform the dehalogenation of chloromaleylacetate during the degradation of di- and trihalogenated catechols (72).

Although strain 1CP encodes *meta*-route degradative genes, only (adapted) *ortho*-routes are utilized, which is also the case for *p-*cresol degradation. After activation by phenol hydroxylases, the methylcatechol is cleaved by an unspecific catechol 1,2-dioxygenase, followed by a specialized 3-methylmuconate cycloisomerase (82). However, further steps remained speculative.

Based on that previous work (82), a triple deletion mutant (1CP^Δ123^) was generated in this study, where the three phenol hydroxylases, which are associated with the *ortho*-degradative gene clusters (Table 1) (47), were knocked out from the wild-type strain (1CP^WT^). In addition, the initial activation of styrene in strain 1CP has not been resolved yet. Strain 1CP was the first representative, where two group E monooxygenase systems were identified in one strain and characterized (76). One of these monooxygenases (styrene monooxygenase – SMO; StyAB) is embedded in a styrene degradation gene cluster known from other bacteria. While both of the group E monooxygenases can epoxidize styrene, it remained unclear if the group E monooxygenase, which is not located in the styrene degradation cluster (initially designated StyA1 and StyA2B), is also involved in styrene metabolism (83). A more recent study demonstrated that the latter system is involved in the degradation of the styrene analog indole and, hence, has been classified as indole monooxygenases (IMOs) (84). In addition, 1CP contains two styrene oxide isomerases (*styC1* and *styC2*), with *styC1* being located in the styrene degradation gene cluster next to SMO, while the second copy is located 8,450 bp downstream. The former has been studied for isomerase activity (85, 86), while the function of the latter remains unsolved.

In this study, we report the complete closed genome of strain 1CP and conduct a whole-transcriptome analysis of phenol^WT^-, styrene^WT^-, tetradecane^WT^-, and *p-*cresol^Δ123^-grown cells to gain insights into the actual utilization of the enzymatic toolset for their specific degradation pathways. Analysis of the triple mutant 1CP^Δ123^ on *p-*cresol showed that this strain can bypass the blocked pathways and employs a so-far unused *meta*-degradation pathway. In addition, we also expressed and purified both styrene oxide isomerases heterologously in *E. coli*, and their activities are discussed.

## RESULTS

### *Rhodococcus opacus* 1CP: growth, morphology, and chemotaxis studies

Colonies grown on minimal medium (MM) agar plates after 72 h of incubation with benzoate as the carbon source showed a yellow, convex, circular, creamy appearance, with diameters ranging from 1 to 2 mm (Fig. S1). Log-phase cells appeared as curved rods under light microscopy (Fig. S2). Electron microscopy showed that the cells were branched and formed filamentous structures (Fig. S3). In addition to previously reported carbon sources, strain 1CP was able to grow on a wide variety of amino acids, mono- and disaccharides, alkanes, (aromatic) carboxylic acids, aromatic hydrocarbons, alditols, steroids, and complex media, which are summarized in Table S2.

### Genome assembly, annotation, and analysis

The genome of strain 1CP was determined to be 8,637,535 bp, consisting of a circular chromosome and two linear plasmids (pR1CP1 and pR1CP2), with an average G+C content of 67%. The complete genome statistics are given in Table S3. Over 73% of the genes were assigned to the clusters of orthologous genes (COG) categories (Table S4), of which 24% were involved in transport and metabolism of lipids, amino acids, or carbohydrates (COG categories E, G, and I in Table S4), implicating the catabolic versatility of strain 1CP. At least 6% of the genes seem to be involved in biosynthesis, transport, and catabolism of secondary metabolites (COG category Q in Table S4). Only 23% of the chromosome was annotated with a biological function by the RAST platform (Table S5). Thus, a low success rate in annotation indicated the necessity of manual curation in screening relevant gene clusters. In total, 107 genes/gene clusters involved in aromatic compound degradation were identified across the chromosome and plasmids. The complete list is provided in Data Set S1, with identifiers (IDs) indicated in curly brackets.

Strain 1CP was reported to possess multiple redundant gene clusters for aromatic compound degradation. The initial activation of aromatic compounds is accomplished by mono- or dioxygenases. Strain 1CP has been reported to possess three active phenol hydroxylases (38). However, *in silico* analysis of the whole genome revealed four additional group D flavin monooxygenases, which might act on phenol derivatives (Fig. 1). Furthermore, several other monooxygenases are encoded, including group A flavin-dependent monooxygenases (3-hydroxycinnamic acid hydroxylase {C13}, pentachlorophenol 4-monooxygenase {C24}, 3-hydroxybenzoate 6-hydroxylase {C59}, 4-hydroxybenzoate 3-hydroxylase {C77}), Baeyer-Villiger monooxygenases {C14, C39, C53, C73, C86, C89}, and cytochrome P450-monooxygenases {C18, C19, C28, C64}. In addition, aromatic-ring-hydroxylating dioxygenases {C79, C90, C91, I95}, benzoate dioxygenase {C70}, and genes involved in converting benzoate to catechol were also identified.

**Fig 1:**
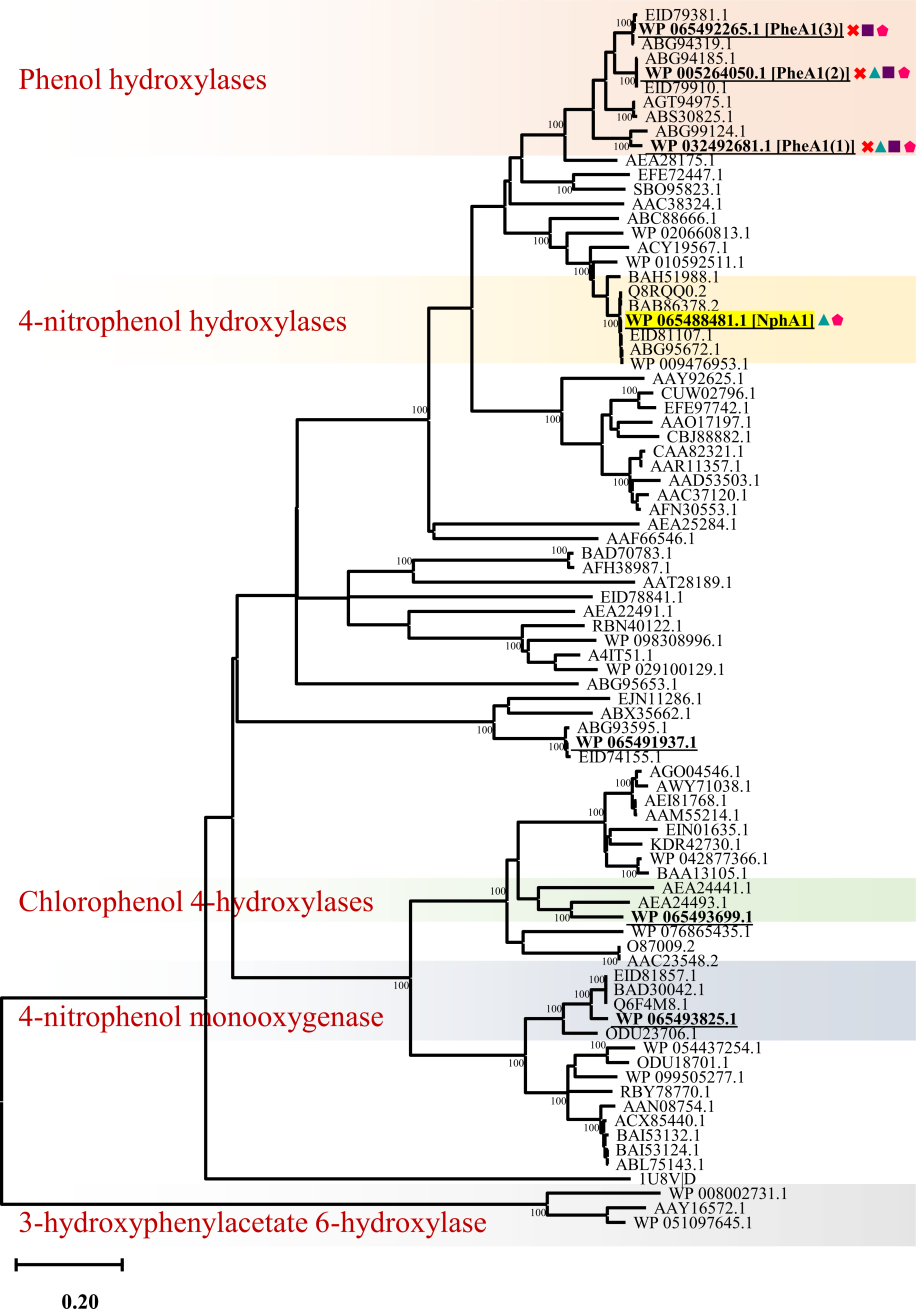
Phylogenetic tree of group D flavoprotein monooxygenases containing phenol hydroxylases and homologous proteins. *Rhodococcus opacus* 1CP owns seven representatives (indicated as bold and underlined), of which three [PheA1 (1–3)] were investigated in previous studies (47). These three phenol hydroxylases were knocked out in the triple mutant 1CP^Δ123^ (indicated by red crosses). A positive response of group D monooxygenases from strain 1CP on transcriptome level toward a respective substrate is highlighted by colored shapes (green triangle, Styrene^WT^; violet square, phenol^WT^; pink pentagon, *p*-cresol^Δ123^). The three phenol hydroxylases are expressed in the wild-type strain when phenol is added as a carbon source. The *p*-nitrophenol monooxygenase, which is supposed to overcome deletions in 1CP^Δ123^, is marked in yellow. Phenol hydroxylases are, to date, not known to hydroxylate styrene, which suggests that styrene only acts as an inducer due to structural similarity toward phenol. The expression of *pheA1 (1–3*) is induced in 1CP^Δ123^ but does not result in the formation of active protein, as essential parts are deleted.

Although strain 1CP has been reported to perform only *ortho-*cleavage of dehydroxylated intermediates mediated by catechol dioxygenases, the genome showed the presence of gene cluster *catRABC* {C65} on the chromosome and a *catA* homolog (*catA2*) on pR1CP1, located next to the phenol hydroxylase genes *pheA1*(3) {C75} and *pheA1*(1) {I104}, respectively. Even though *meta-*degradation has not been reported for 1CP, genes encoding catechol 2,3-dioxygenases {C2, C3} and other extradiol dioxygenases {C16, C54, C73} were identified in the genome. Furthermore, genes for aromatic demethylases {C69, I99}, which might act on methoxylated catecholic intermediates, were also observed.

Due to the differences in G+C content of the plasmids to the chromosome (Table S3), a horizontal gene transfer analysis was performed against the reference genome of *Rhodococcus opacus* B4. This indicated that both plasmids might be of alien origin (Fig. S4, 87). The megaplasmid pR1CP1 (formerly designated as p1CP) contains a large number of catabolic genes, such as degradation gene clusters for chlorocatechols (*clcDARB* {I97} and *clcA2D2B2F* {I103}) and styrene (*styABCD* {I102}). It also contains several repeat regions comprising an identical copy of the 4-chlorocatechol degradation gene cluster (*clcDARB*) and a maleylacetate reductase gene (*macA*). In total, strain 1CP encodes seven MacA homologs, whereby two copies of each *macA* gene are located in repeat regions (Table 1). One of the maleylacetate reductases (*clcE2*) is located close to *pheA1*(1) {I104} and in proximity to the second chlorocatechol degradation gene cluster {I103}. The fourth catechol 1,2-dioxygenase (*catA4* {I105}) is encoded in this gene cluster, which has not been described before. Finally, a nitrophenol monooxygenase is encoded on this plasmid {I107}.

Strain 1CP was reported to grow on styrene as a carbon and energy source (74). The degradation of styrene is initiated by a group E flavin monooxygenase (39, 88). Notably, strain 1CP contains three homologs of these enzymes, two of which are encoded next to each other in a single gene cluster {C46}. The third one is located in a well-known gene operon for styrene degradation, *styABCD* {I102} (Fig. 2). The typical arrangement with monooxygenase (*styA/B*), isomerase (*styC*), and dehydrogenase (*styD*) is conserved in many strains. However, the cluster of strain 1CP contains a second isomerase *styC2*, which has not been observed in other strains. Additionally, an insertion of seven hypothetical genes was found similar to the one in the styrene degradation cluster of *Gordonia rubripertincta* CWB2 (Fig. 2). Furthermore, the gene cluster for the lower degradation pathway of the central intermediate phenylacetic acid {C80} resembles that of strain CWB2. These striking similarities suggest possible horizontal gene transfer (89).

**Fig 2:**
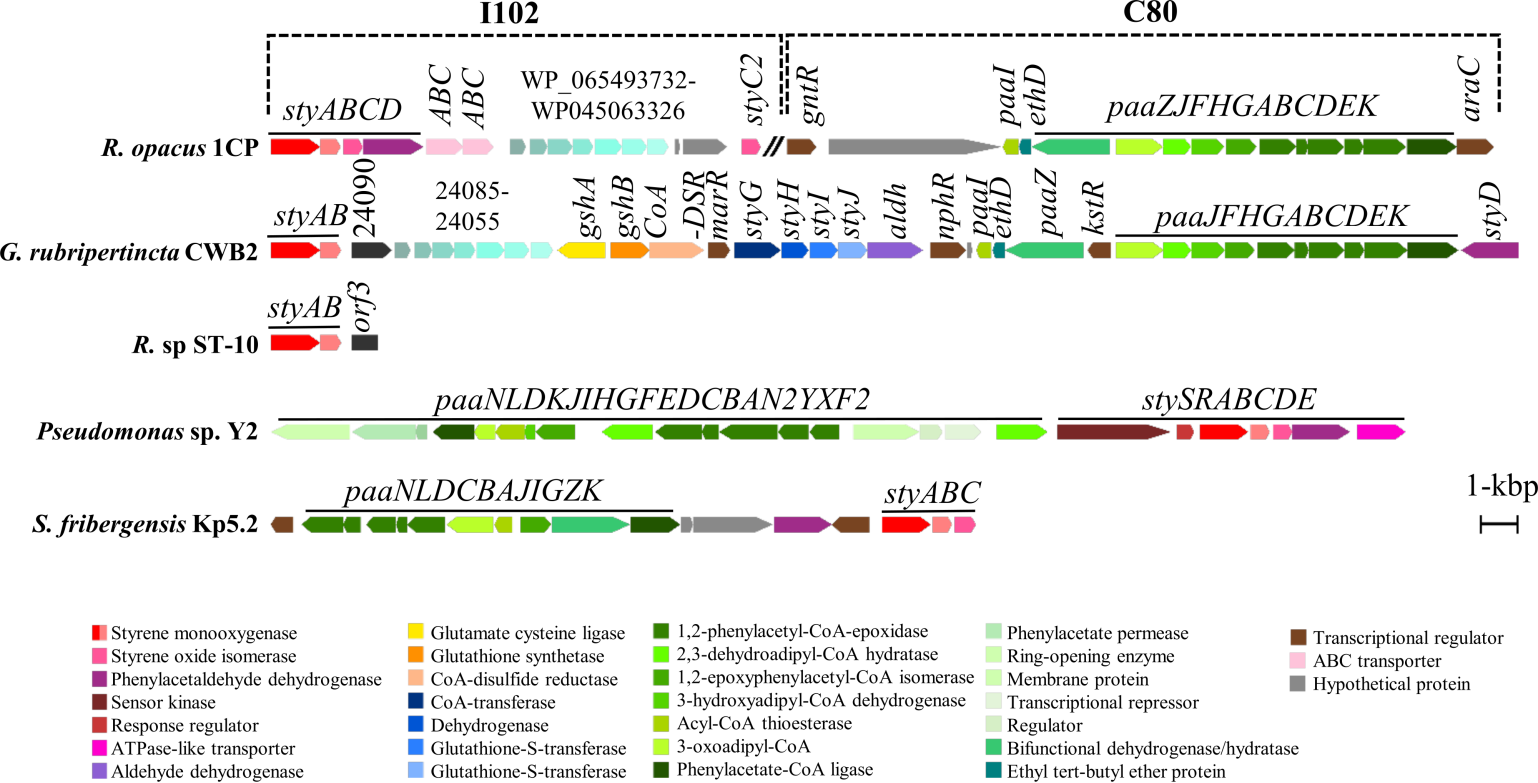
Styrene degradation gene cluster of *Rhodococcus opacus* 1CP and other styrene-degrading microorganisms. Annotations are visualized by a color code, and the location of clusters in the 1CP genome (chromosome or plasmid) is indicated.

The function of the small plasmid pR1CP2 is difficult to determine. It contains only about 65 protein-coding genes, most of which are annotated as hypothetical proteins. However, COG analysis suggests that many of them are associated with replication, recombination, and repair of DNA (COG category L in Table S4). The list of secondary metabolite gene clusters is given in Table S6. Notably, a siderophore biosynthesis gene cluster identical to rhodochelin biosynthesis in *R. jostii* RHA1 is present (90). Earlier, 1CP was reported to produce trehalose dinocardiomycolates when grown on *n-*alkanes (41). The biosynthesis genes for the trehalose precursor (*otsAB* or *treYZ*) are distributed across the chromosomes: *ostA* {C21, C49}, *otsB* (WP_065488964 and WP_065491071), and *treYZ* (WP_065491651 and WP_005563003).

### Construction and growth of pheA1 knock-out mutants

Strain 1CP contains three phenol hydroxylases, *pheA1* (1–3). Double-crossover recombination using the pK18mobSacB vector and the *sacB* counter-selection system (91) successfully produced the knock-out mutants. After conjugation and selection for kanamycin resistance and tolerance to sucrose, colonies were verified by PCR (47). Double- and triple knock-out mutants were obtained by successive homologous conjugation of the wild-type strain using two or three plasmid constructs, respectively. Thus, all possible combinations of *pheA1* knock-outs were achieved in seven mutant strains. The mutant containing all three knock-outs was designated as 1CP^Δ123^, and the wild-type as 1CP^WT^.

Determination of the growth rates of the deletion mutants on phenols was strongly hampered by the high toxicity of certain derivatives, especially chlorophenols. Cultivation on these substrates was usually performed by repeated addition of small substrate aliquots (<0.5 mM) over long time periods, as rapid cell death may occur otherwise. In combination with the tendency of rhodococci to undergo morphological changes during periods of starvation, classical turbidity measurements are unreliable. However, phenol and *p-*cresol can be fed up to 2 mM, yielding a sufficient increase in OD_600_ and can serve as substrates to characterize the knock-out mutants.

1CP^WT^ showed doubling times of 225 min and 405 min when grown on phenol and *p*-cresol, respectively, consistent with the previously reported doubling time of 390 min for growth on *p*-cresol (82). None of the single knock-out mutants showed significant changes in growth rates, whereas noticeable differences were observed in double knock-out mutants (Table 2). The reduced growth rates of double knock-out mutants 1CP^Δ12^ (15%) and 1CP^Δ23^ (52%) relative to 1CP^WT^ (100%) when grown on phenol imply that *pheA1*(2) plays a major role in initial phenol degradation. In contrast, the 1CP^Δ123^ could not grow on phenol (Table 2), indicating that all the relevant genes for phenol degradation were disrupted. This observation correlates with transcriptome analysis, in which *pheA1* (1–3) were upregulated upon phenol exposure (Fig. 1).

**TABLE 2:** Growth parameter comparison of the wild-type strain 1CP and the deletion mutants

Growth substrate	Growth rate (%) of 1CP WT	Growth rate (%) of deletion mutants of *Rhodococcus opacus* 1CP^*a*^						
		1CP^Δ1^	1CP^Δ2^	1CP^Δ3^	1CP^Δ12^	1CP^Δ23^	1CP^Δ13^	1CP^Δ123^
µ on phenol (%)	100	94	75	88	15	52	100	0
µ on *p*-cresol (%)	100	107	105	100	80	98	106	53

^*a*^ Compared to that of the wild-type (WT), set to 100%.

On the other hand, 1CP^Δ123^ showed 53% of the growth rate on *p*-cresol relative to the 1CP^WT^ (Table 2), thus suggesting the involvement of an additional oxygenase. This enzyme has hitherto not been found to be induced by phenol or catechol. Its activity might also influence the kinetic growth parameters of other deletion mutants. Since all single and double knock-out mutants showed almost 100% growth rate relative to 1CP^WT^, the slower growth rate of 1CP^Δ123^ on *p*-cresol may reflect limitations by factors other than phenol hydroxylases.

Only in the case of 1CP^Δ12^, a measured relative growth rate of 80% indicates a rate-limiting initial degradation step and thus allows for the subtraction of the fourth oxygenase activity. Interestingly, the resulting relative growth rate of 98% for 1CP^Δ23^ toward *p*-cresol is consistent with the value obtained for the same mutant during growth on phenol (52%), indicating a comparably low influence of *pheA1*(3) on the initial conversion of both substrates. It should be mentioned that the growth of the double knock-out mutant 1CP^Δ23^ and the triple knock-out mutant on *p*-cresol caused a reddish coloration of the medium.

In addition, in contrast to 1CP^WT^, 1CP^Δ123^ was unable to grow on chlorophenol, indicating that the respective hydroxylases were deleted and, hence, degradation via hydroquinone was not possible. Growth on *p-*nitrophenol was neither observed for the wild-type nor the triple knock-out.

### Transcriptome analysis of the wild-type and the triple knock-out mutant

The transcriptome analysis showcases a variety of physiological activities; only the regulatory responses related to aromatic compound degradation are focused here, that is, the response of strain 1CP^WT^ and mutant 1CP^Δ123^ toward the carbon sources, phenol, *p*-cresol, and styrene (Table S7 and S12), with tetradecane as a reference.

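The transcriptome data comprise 13 RNA-seq libraries. 1CP WT was grown on phenol (4 libraries) and on styrene (4 libraries), and the triple mutant 1CPΔ123 on *p*-cresol (4 libraries), each substrate being supplied at 2 mM. The reference is 1 library of 1CP WT grown on tetradecane, made from the pooled RNA of 4 samples, so that the reference has no replicates. For tetradecane, phenol and *p*-cresol, each strain was precultured on benzoate and fed with the respective substrate before the cultures were divided, while the styrene cultures followed a separate protocol. Strain and substrate change together in every comparison with *p*-cresol, and substrate and cultivation in every comparison with styrene. The phenol and *p*-cresol cultures were divided into separate flasks. The sources do not state that each library is 1 flask, nor how the styrene libraries relate to cultures, so p-values measure the spread between these libraries, which may be partly technical.
According to Table S12 of the paper, 672822 reads were mapped for tetradecane, 3362212 to 7795041 for the phenol libraries (median 5921529), 7702164 to 8197683 for styrene replicates 1 to 3 (median 7759711) and 5420259 to 11675713 for the *p*-cresol libraries (median 8746927). By the total coverage in the same table, styrene replicate 1 was the lowest of these libraries, although its mapped reads lay within their range. The fourth styrene library does not appear in Table S12, and no reason is given. Comparisons therefore use the 12 libraries of Table S12, and values with styrene replicate 4 are given after them. The authors mapped the reads with Bowtie2 to the chromosome and both plasmids and calculated the TPM, a length-corrected share of the transcripts, per CDS with ReadXplorer. TPM divides the reads of a CDS by its length and scales each library to the same sum, so that a CDS with a very large share lowers all others. One such CDS, R1CP_RS13215, for which no name was paired, took 36.8%, 44.3% and 45.4% of the TPM in styrene replicates 1 to 3, 27.5% in replicate 4, and between 5.56% and 9.14% in the other libraries.
Of 7965 CDS, 7404 with a mean TPM of at least 1 were tested with limma on log2(TPM + 1). A CDS was called when the log2 fold change was at least 0.58 in size and the adjusted p was below 0.05, which are the thresholds of the paper. The tetradecane library was assumed to vary like the replicated groups. Fold changes on this scale understate the change of weakly transcribed CDS. In tetradecane, 1 read in a CDS of 1 kb is worth 1.12 TPM, against 0.119 to 0.259 TPM in the phenol libraries, so that low tetradecane values rest on few reads. Names could be paired with 79 loci, those of Table S13 and Data Set S2. The *pheA1* genes are not among them, and the knockout was not checked here.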

Notably, aromatic O-demethylase was induced by both phenol and *p*-cresol (Table 3), but not by styrene. In 1CP^WT^, phenol upregulated three out of seven phenol hydroxylases, which had earlier been described by Gröning et al. (47) (Table 3, Fig. 1), showing that no other phenol hydroxylases were utilized by 1CP during growth on this substrate. However, 3-hydroxycinnamic-acid hydroxylase {C13}, which produces dihydroxylated intermediates, was expressed with phenol (Table 3). Furthermore, the *ortho-*cleavage pathway was upregulated. Four catechol 1,2-dioxygenase genes were found in the genome, of which two had been described earlier (*catA* {C65} and *catA2* {C75}). Interestingly, the third *catA3* {C67} was also upregulated on phenol, while the fourth *catA4* {I105} was not. The protocatechuate degradation cluster was upregulated with phenol (Table 3), implying the possible metabolization of 3-oxoadipate enol-lactone, formed by *catC*, to succinyl-CoA and acetyl-CoA. None of the catechol 2,3-dioxygenases were upregulated with phenol, except one extradiol dioxygenase {C54} in strain 1CP^WT^. 

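The extradiol dioxygenase of cluster C54 (R1CP_RS22245, annotated as 4,5-DOPA dioxygenase; the cluster spans 4916544 to 4918010 on the chromosome) stood at 5566 ± 474 TPM (SD, n = 4) on phenol and at 63.2 TPM on tetradecane. Its log2 fold change was 6.43 (SE 0.54, adjusted p = 5.1e-07 from limma). The catechol 2,3-dioxygenase of the *meta*-cleavage cluster (C23DO, R1CP_RS00830), which opens the ring next to the hydroxyl groups, showed 2.64 ± 0.873 TPM on phenol (SD, n = 4) against 5.17 TPM on tetradecane. Its log2 fold change was −0.79 (SE 1.17, adjusted p = 0.58 from limma) and became positive, at 0.39 after median-of-ratios scaling and 1.06 after quantile normalization, without passing the test. A change of C23DO on phenol was not detectable at this depth. No other catechol 2,3-dioxygenase could be paired with a locus.
In 1CPΔ123 on *p*-cresol, the C54 dioxygenase reached 713 ± 193 TPM (SD, n = 4), a log2 fold change of 3.43 over tetradecane (SE 0.54, adjusted p = 0.0002 from limma). This was lower than on phenol, with a log2 fold change of −3.01 between both (SE 0.34, adjusted p = 1.2e-05 from limma), and each *p*-cresol library lay below each phenol library (exact permutation test, two-sided, p = 0.0286, the smallest value that 4 against 4 allow).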

Chlorocatechol degradation clusters ({I97} and {I103}) were either not upregulated or only slightly upregulated with phenol or *p*-cresol in 1CP^WT^ or 1CP^Δ123^, respectively, indicating that they were not involved in phenol or *p*-cresol degradation.

**TABLE 3:** Genes/gene clusters involved in aromatic compound degradation that are differently regulated in 1CP and mutants upon different substrates^*a*^

Gene description	Cluster	WT^TvsS^	WT^TvsP^	∆123^TvsC^	WT vs ∆123^C^
Genes/gene clusters encoded on the chromosome					
Hydrolase cluster	•	-	-	-	(+)
Catechol 2,3-dioxygenase (P17296 - id. 30%)	•	+	-	-	-
Catechol 2,3-dioxygenase (P31003 - id. 47%)	•	+	-	+	+
4-Nitrophenol 2-monooxygenase (NphA1/A2)	•	+	-	+	+
n.a	•	-	+	-	-
N-ethylmaleimide reductase	•	-	+	-	-
Beta-oxidation gene cluster	•	-	-	-	(+)
Superoxide dismutase	•	-	+	+	-
LLM class F420-dependent oxidoreductase	•	-	+	+	-
Glyoxalase/bleomycin resistance/dioxygenase family protein	•	-	+	-	-
Fatty oxidation complex	•	-	-	-	(+)
LLM class flavin-dependent oxidoreductase	ᵒ	-	+	+	-
3-Hydroxycinnamic acid hydroxylase (MhpA_A0KE38 - id. 34%)	•	-	+	-	-
BVMO containing gene cluster	•	-	-	-	(+)
Catalase	•	-	+	-	-
Iron-dependent extradiol dioxygenase (HsaABCD)	•	+	-	-	-
Ectoine hydroxylase	•	-	+	-	-
Cytochrome P450	ᵒ	+	-	-	-
Cytochrome P450 and LLM F420-oxidoreductase	•	+	-	-	-
Nitronate monooxygenase	•	+	-	-	(+)
Trehalose-6-phosphate synthase (OtsA2)	ᵒ	-	-	-	-
Organic hydroperoxide resistance protein	•	-	+	-	-
Nitrilotriacetate monooxygenase	•	-	+	-	-
Pentachlorophenol 4-monooxygenase (PcpB_P42535 - id. 34%)	•	-	(+)	-	-
Glyoxalase/bleomycin resistance/dioxygenase family protein	ᵒ	-	+	+	-
NAD(P)/FAD-dependent oxidoreductase (uncharacterized)	•	-	+	-	-
YceI family protein	•	(+)	+	+	-
Cytochrome P450	ᵒ	+	-	-	(+)
Catalase/peroxidase HPI	•	-	+	+	-
n.a	•	-	+	+	+
ABC transporter	•	+	-	-	-
UDP-glucose metabolism	•	-	+	+	-
Benzoate transporter	ᵒ	-	+	-	-
UDP-glucose pyrophosphorylases (RoGalU2)	•	-	+	-	-
Phenylalanine–tRNA ligase	•	-	+	-	-
Ergothioneine biosynthesis	•	-	+	-	-
Catalase	ᵒ	-	-	+	+
NADH:flavin oxidoreductase lipid metabolism	•	-	+	(+)	(+)
BVMO containing gene cluster	•	-	-	-	-
Methanol:N,N-dimethyl-4-nitrosoaniline oxidoreductase	•	-	-	+	+
Mycofactocin biosynthesis	•	-	-	+	+
Stress response membrane protein	ᵒ	+	-	-	(+)
Propanoyl-CoA carboxylase	•	-	+	+	-
Toxin-antitoxin system HicB family antitoxin	ᵒ	+	-	-	+
Beta-oxidation gene cluster	•	-	-	-	-
Indole monooxygenase (IndA1/A2B)	•	-	-	-	(+)
Riboflavin synthase	•	-	+	-	-
Trehalose dinocardiomycolates	•	-	+	+	-
Trehalose-6-phosphate synthase (OtsA1)	ᵒ	-	-	-	-
Catecholic siderophore biosynthesis NRPS	•	-	+	+	-
3-Hydroxypropionyl-CoA dehydratase	•	-	-	+	+
Additional meta pathway enzymes	•	-	+	+	-
Baeyer-Villiger monooxygenase (A7HU16 - id. 41%)	•	(+)	-	-	-
4,5-DOPA dioxygenase extradiol (DODA_Q70FG7 - id. 42%)	•	-	+	+	-
Propanoyl-CoA carboxylase	•	-	+	+	-
Ene-reductase (OYERo2)	•	-	+	(+)	-
Protocatechuate degradation cluster (PcaJIHGBLRF)	•	(-)	+	-	-
PaaI family thioesterase	•	-	+	-	-
3-Hydroxybenzoate 6-hydroxylase (Q8NLB6 - id. 53%)	ᵒ	-	-	-	-
FAD-dependent oxidoreductase	ᵒ	+	-	-	+
LLM class flavin-dependent oxidoreductase	•	-	+	-	-
n.a	•	-	+	-	-
LLM class flavin-dependent oxidoreductase	•	-	+	+	-
Cytochrome P450	ᵒ	+	+	+	-
Catechol degradation cluster (CatABC)	•	+	+	+	-
Glucose-6-phosphate dehydrogenase	•	-	+	+	+
Catechol 1,2-dioxygenase (CatA3_homolog id 33%)	•	-	+	+	-
Phenol hydroxylase [PheA1(2)]	•	+	+	+	+
Aromatic O-demethylase (P0DPQ7 - id. 79%)	•	-	+	+	+
Benzoate 1,2-dioxygenase	•	(+)	-	-	(+)
n.a	•	-	+	-	-
PPOX class F420-dependent oxidoreductase	•	-	+	-	-
Extradiol dioxygenase and Phenylacetone monooxygenase	•	-	-	+	+
LLM class F420-dependent oxidoreductase	•	-	+	-	-
Phenol hydroxylase [PheA1(3)]/Catechol 1,2-dioxygenase (CatA2)	•	-	+	+	+
Putative 2-hydroxy-6-oxononadienedioate hydrolase	•	+	-	+	+
Alkane 1-monooxygenase/4-Hydroxybenzoate 3-hydroxylase	•	-	-	-	-
LLM class flavin-dependent oxidoreductase	•	-	+	-	-
Anthranilate 1,2-dioxygenase	•	+	-	-	-
Phenylacetic acid degradation cluster	•	+	-	-	-
4-Carboxymuconolactone decarboxylase (PcaC_P20370 - id. 36%)	ᵒ	-	-	-	-
beta oxidation/caffeoyl CoA Lipid metabolism	•	+	-	-	-
Cyclopentanone 1,2-monooxygenase (CpnB_Q8GAW0 - id. 47%)	•	+	-	-	-
Aliphatic amidase (AmiE)	•	+	-	-	-
Cyclopentanone 1,2-monooxygenase (CpnB_Q8GAW0 - id. 47%)	•	+ -	-	-	(+)
Phenylacetone monooxygenase (PamO_Q47PU3 - id. 45%)	•	+	-	-	+
Alkyl hydroperoxide reductase	•	-	+	-	-
Arsenate resistance	•	-	+	-	-
Phenylacetone monooxygenase (PamO_Q47PU3 - id. 52%)	•	+	-	-	-
Terephthalate 1,2-dioxygenase	•	-	+	-	-
Aromatic ring-hydroxylating dioxygenase	•	-	-	-	(+)
Maleylacetate reductase (MacA)/Aromatic ring dioxygenase	•	-	-	-	(+)
ParAB plasmid partitioning and chromosome segregation	•	+	+	-	-
Genes/gene clusters encoded on the plasmid pR1CP1					
Catalase/peroxidase HPI	•	-	+	(+)	-
Aromatic ring-hydroxylating dioxygenase subunit alpha	•	-	-	+	+
Alpha/beta hydrolase	•	-	(+)	+	(+)
4-Chlorocatechol degradation cluster (ClcDARB) {R22} and MacA	•	-	(+)	(+)	-
Glyoxalase/bleomycin resistance/dioxygenase family protein	•	-	+	-	-
Vanillate/3-O-methylgallate O-demethylase	•	+	-	-	-
2,4,5-Trichlorophenol monooxygenase (TftD_O87009 - id. 60%)	•	-	-	-	-
Maleylacetate reductase (MacA_O84992 - id. 100%)	ᵒ	-	-	-	-
Styrene degradation gene cluster	•	+	-	-	-
Chlorocatechol degradation cluster (ClcA2D2B2F)	•	-	-	-	(+)
Phenol hydroxylase [PheA1(1)] and MacA2 (ClcE2)	•	+	+	+	+
Catechol 1,2-dioxygenase (CatA4)	•	-	-	+	+
Azoreductase (AzoRo)	ᵒ	-	-	-	(+)
4-Nitrophenol 4-monooxygenase/4-Nitrocatechol 2-monooxygenase and MacA	•	-	-	-	-

^*a*^ T, tetradecane; C, p-cresol; S, styrene; P, phenol. Genes analyzed in the transcriptional study are listed under “Gene description.” Upregulation and downregulation are denoted by + and -, respectively, while upregulation and downregulation of partial gene clusters or those with insignificant a-value and m-value are given as (+) and (-), respectively. • represents gene cluster, and ○ represents single gene. n.a represents no annotation, while grey highlighting represents an adjacent gene cluster. The respective accession numbers, gene lengths, and locations are provided in Data Set S1.

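The 10 CDS with the largest rise from phenol-grown 1CP WT to *p*-cresol-grown 1CPΔ123 all belong to the *meta*-cleavage cluster from R1CP_RS00830 to R1CP_RS00915. They were led by C23DO, with a log2 fold change of 11.74 (SE 0.74, adjusted p = 3.7e-08 from limma), and NphA1, the oxygenase of 4-nitrophenol 2-monooxygenase, with 11.29 (SE 0.99, adjusted p = 1.0e-06 from limma). The IclR family regulator at the end of the cluster (R1CP_RS00915) rose from 0.894 ± 0.300 TPM to 4145 ± 361 TPM (SD, n = 4 each). None of the 10 CDS with the largest fall could be paired with a name. Among them, R1CP_RS24240 fell by 10.41 on the log2 scale, from a mean of 4008 TPM on phenol to 1.98 TPM.
Of 7404 CDS, 2055 were higher and 662 lower on *p*-cresol than on phenol. With median-of-ratios scaling, the split was 1122 higher and 1099 lower, and with quantile normalization 1018 and 1015. The median log2 fold change of all CDS was 0.36 before and 0.02 after median-of-ratios scaling. No substrate has libraries of both strains, so strain and substrate cannot be told apart in these transcriptomes.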

A clear shift in transcription pattern was observed for 1CP^Δ123^ when grown on *p*-cresol (Table S13). Even though *pheA1* (1–3) were denoted as upregulated (Table 3), they were not functional since they had been knocked out. However, a fourth phenol hydroxylase {C4} (homolog to 4-nitrophenol 2-monooxygenase) was upregulated to take over the initial attack (Table 3). Additionally, one catechol 2,3-dioxygenase {C3} and an extradiol dioxygenase {C73} were upregulated that could initiate *meta*-cleavage on the aromatic ring. 

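The oxygenase gene *nphA1* (R1CP_RS00865) and the reductase gene *nphA2* (R1CP_RS00860) of 4-nitrophenol 2-monooxygenase lie in cluster C4, which spans 177360 to 188485 on the chromosome. NphA1 reached 19547 ± 5557 TPM (SD, n = 4) in 1CPΔ123 on *p*-cresol, against 0.716 TPM in the tetradecane library of 1CP WT. The log2 fold change was 13.43 (SE 1.56, adjusted p = 1.4e-05 from limma), the largest of the 18 CDS of the *meta*-cleavage cluster. NphA2 rose from 12.7 TPM to 13129 ± 2233 TPM (SD, n = 4), a log2 fold change of 9.89 (SE 1.55, adjusted p = 0.0002 from limma). The adjacent regulator gene *nphR* (R1CP_RS00870) stood at 493 ± 124 TPM on *p*-cresol (SD, n = 4) and at 8.89 TPM on tetradecane. On phenol, NphA1 showed 6.72 ± 1.87 TPM (SD, n = 4), with a log2 fold change of 2.14 over tetradecane that did not pass the test (SE 1.56, adjusted p = 0.25 from limma).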

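C23DO (R1CP_RS00830) opens cluster C3, which spans 171313 to 176018 on the chromosome. Its transcripts reached 18418, 17972, 7891 and 8386 TPM in the 4 *p*-cresol libraries, a mean of 13167 ± 5812 TPM (SD, n = 4). Compared with tetradecane, the log2 fold change was 10.95 (SE 1.17, adjusted p = 6.7e-06 from limma). The extradiol dioxygenase of cluster C73 was not analysed here, because no locus was paired with it.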

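All 18 CDS of the *meta*-cleavage cluster (R1CP_RS00830 to R1CP_RS00915) were higher in 1CPΔ123 on *p*-cresol than in 1CP WT on tetradecane, with log2 fold changes between 4.93 and 13.43 and a median of 8.71. All 18 were also higher than on phenol, with a median of 9.63. The same 18 calls stood when adjusted over the list alone. The loci were taken from Table S13, which reports these samples, so the counts are not independent evidence of the direction. Besides the initial hydroxylase and dioxygenase, the semialdehyde dehydrogenase HMSD (R1CP_RS00845) reached 2206 ± 342 TPM against 4.54 TPM on tetradecane, a log2 fold change of 8.62 (SE 1.01, adjusted p = 1.6e-05 from limma). The decarboxylase OMMC (R1CP_RS00905) reached 3130.1 ± 184 TPM against 2.83 TPM, a log2 fold change of 9.67 (SE 1.76, adjusted p = 0.0006 from limma), and the hydratase HHDH (R1CP_RS00910) 4183 ± 504 TPM against 1.41 TPM, a log2 fold change of 10.75 (SE 1.65, adjusted p = 0.0002 from limma). All SD are from 4 libraries.
On phenol compared with tetradecane, 1 of the 18 CDS was higher, 2 were lower and 15 did not pass the test. When adjusted over the list alone, limma called 0, while 1 higher and 3 lower CDS had an unadjusted p below 0.05. After median-of-ratios scaling, 1 was higher and none was lower (1 and 0 when adjusted over the list alone).

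**Figure D1:**
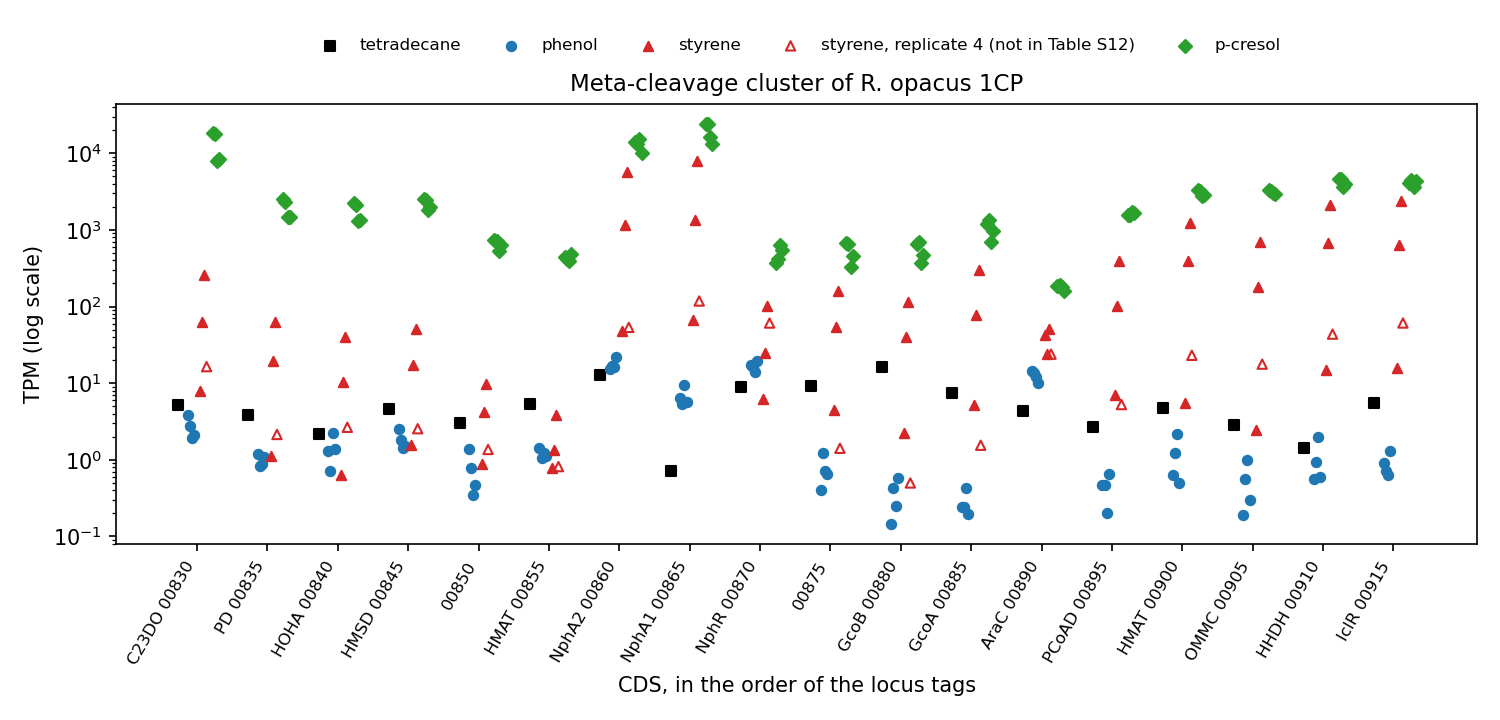
TPM of the 18 CDS of the *meta*-cleavage cluster in each of the 13 libraries, on a log axis, ordered by locus tag. Each point is 1 library, and the open triangle is the styrene library outside Table S12. For NphA1 the 4 *p*-cresol libraries lie between 13296 and 24453 TPM and the phenol libraries between 5.36 and 9.46 TPM.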

Notably, several *meta*-route representatives were found to be upregulated in 1CP^Δ123^ (Table 3). However, many of the *ortho*-pathway enzymes were also upregulated, including *catA3,* which was not in 1CP^WT^. In contrast, the protocatechuate degradation cluster was downregulated in 1CP^Δ123^ with *p*-cresol (Table 3).

The 1CP^WT^ and 1CP^Δ123^ cells grown on a small scale (100 mL) with 2 mM *p*-cresol showed similar growth rates (Fig. S5). The specific activities of dioxygenases (Table S8, Fig. S5) showed that 1CP^WT^ attacks the catechol via the *ortho*-cleavage pathway mediated by catechol 1,2-dioxygenase, producing *cis,cis* muconic acid. Whereas 1CP^Δ123^ produced 2-hydroxymuconic semialdehyde, indicating the activity of catechol 2,3-dioxygenase following the *meta*-cleavage pathway. Similar results were observed for 4-methyl catechol, a meta-cleavage-derived product of *p*-cresol (Fig. 3), strengthening the argument that 1CP^Δ123^ employs the *meta*-pathway to act on substituted phenols.

**Fig 3:**
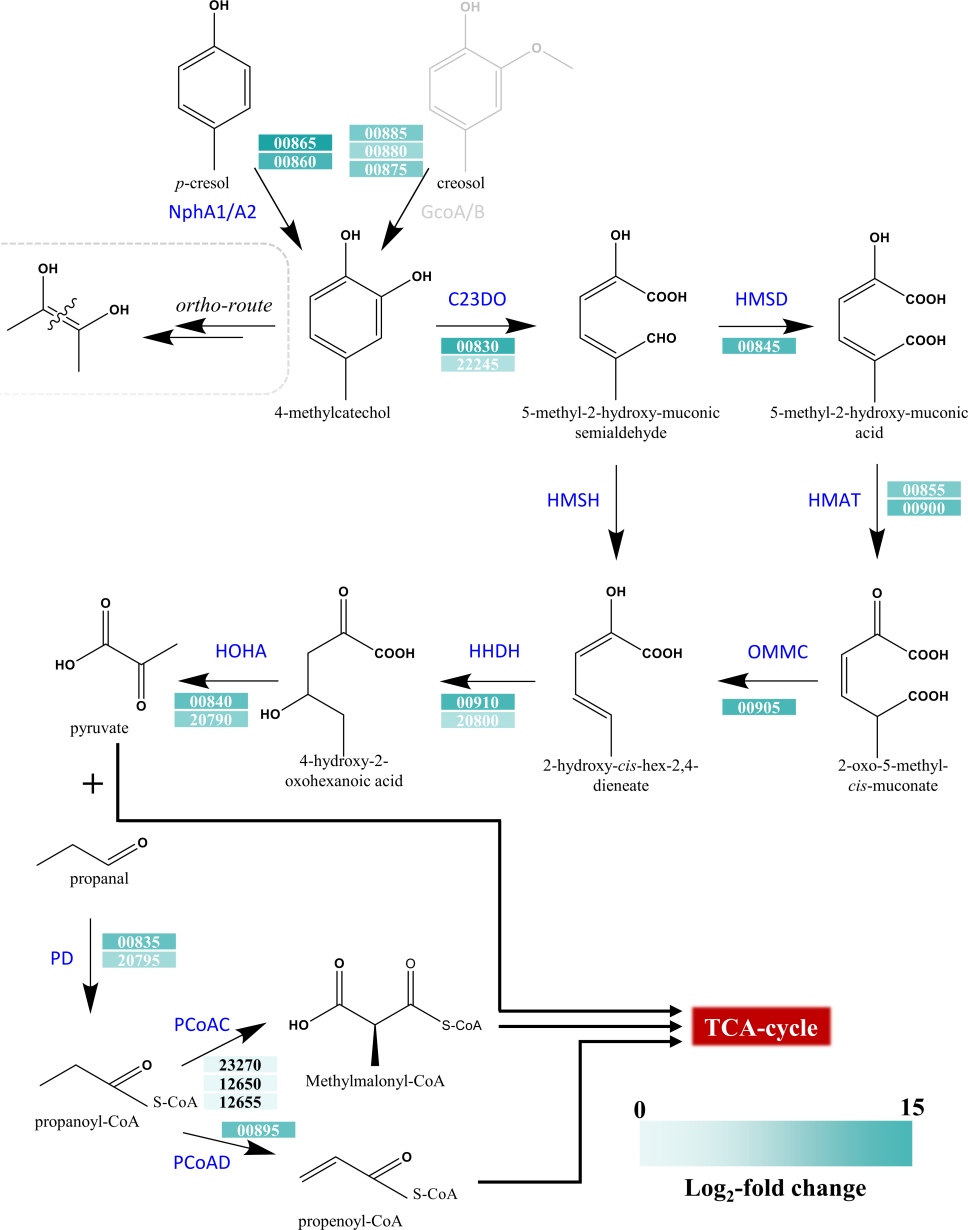
Postulated degradation pathway of *p*-cresol in mutant 1CP^Δ123^ supported by transcriptome data (cyan shading). The initial hydroxylation is catalyzed by a predicted *p*-nitrophenol monooxygenase, showing homology to NphA1/A2 from *Rhodococcus* sp. PN1 (see Fig. 1 and Fig. S6) (92). Interestingly, genes (00875, 00880, 00885) showing homology to the cytochrome P450 aromatic O-demethylase GcoA/B are also upregulated during *p*-cresol exposure and are located in the same gene cluster as the other *meta*-cleavage proteins. The respective enzymes are involved in the degradation of various lignin-relevant monomers like guaiacol and creosol (66). C23DO, 4-methylcatechol 2,3-dioxygenase; PD, propanal dehydrogenase; HOHA, 4-hydroxy-2-oxohexanoate aldolase; HMSD, 2-methyl-2-hydroxymuconic semialdehyde dehydrogenase; 4- NphA1/2, nitrophenol 2-monooxygenase/reductase; HMAT, 5-methyl-2-hydroxymuconate tautomerase; PCoAC, propanoyl-CoA-carboxylase; PCoAD, propanoyl-CoA-dehydrogenase; OMMC, 2-oxo-5-methyl-cis-muconate decarboxylase; HHDH, 2-hydroxyhexa-2,4-dienoate hydratase; HMSH, 2-hydroxymuconate semialdehyde hydrolase.

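The *p*-cresol libraries of 1CPΔ123 contained transcripts of the P450 subunit GcoA (R1CP_RS00885) at 1051 ± 289 TPM, of its reductase GcoB (R1CP_RS00880) at 543 ± 151 TPM and of the EthD family reductase R1CP_RS00875 at 526 ± 164 TPM (SD, n = 4). On tetradecane these were 7.37, 16.3 and 9.25 TPM. The log2 fold changes were 6.93 for GcoA (SE 1.29, adjusted p = 0.0008 from limma), 4.93 for GcoB (SE 1.22, adjusted p = 0.0053) and 5.63 for R1CP_RS00875 (SE 1.16, adjusted p = 0.0016). In phenol-grown 1CP WT GcoA stood at 0.277 ± 0.102 TPM (SD, n = 4), so that the log2 fold change from phenol to *p*-cresol was 9.64 (SE 0.82, adjusted p = 7.2e-07 from limma). On styrene, GcoA was at 5.11, 77.7 and 297 TPM in replicates 1 to 3 and at 1.55 TPM in replicate 4. With replicates 1 to 3, all 3 genes were higher on styrene than on phenol, with log2 fold changes between 4.22 and 5.36. Against tetradecane none of them was called on styrene, while 2 were after median-of-ratios scaling. The paper relates the *O*-demethylases to lignin breakdown and proposes that the pathway may play a role in the use of lignin cleavage products.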

In 1CP^WT^, styrene induced the styrene degradation gene cluster *styABCD*, encoded on the plasmid pR1CP1, including several hypothetical proteins, a second copy of styrene oxide isomerase *styC2*, and some downstream genes. 

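The styrene monooxygenase gene *styA* (R1CP_RS37880, 717693 to 718973 on pR1CP1) reached 2506 ± 2038 TPM (SD, n = 3) in 1CP WT on styrene, at 644, 2190 and 4684 TPM in replicates 1 to 3. It stood at 6.12 TPM on tetradecane. The log2 fold change was 8.04 (SE 0.75, adjusted p = 1.1e-06 from limma). Compared with tetradecane, the log2 fold change was 8.35 for *styB*, the reductase of the monooxygenase (R1CP_RS37875, SE 0.73, adjusted p = 6.2e-07), 8.97 for the styrene oxide isomerase gene *styC* (R1CP_RS37870, SE 0.69, adjusted p = 2.5e-07) and 6.70 for the phenylacetaldehyde dehydrogenase gene *styD* (R1CP_RS37865, SE 0.84, adjusted p = 1.2e-05). With all 4 styrene libraries, these 4 genes kept the call, with log2 fold changes between 5.88 and 7.35. The library outside Table S12, styrene replicate 4, showed 20.5 TPM for *styA*, 21.1 TPM for *styB*, 17.2 TPM for *styC* and 41.7 TPM for *styD*.
Of the 23 CDS of cluster I102 (698856 to 721700 on pR1CP1), 22 were higher on styrene than on tetradecane and none was lower (22 when adjusted over the list alone). The 1 CDS that did not pass was a transposase (R1CP_RS37800), whose log2 fold change of 0.27 became −0.26 when replicate 4 was added. It was called at 2.16 after median-of-ratios scaling and at 2.86 after quantile normalization, and all 23 were then higher (23 when adjusted over the list alone). With all 4 styrene libraries, 16 of the 23 were higher. The paper describes *styABCD* from the genome and proposes, from transcription in these samples, that the cluster seems larger. The counts are thus not independent evidence of its direction.

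**Figure D2:**
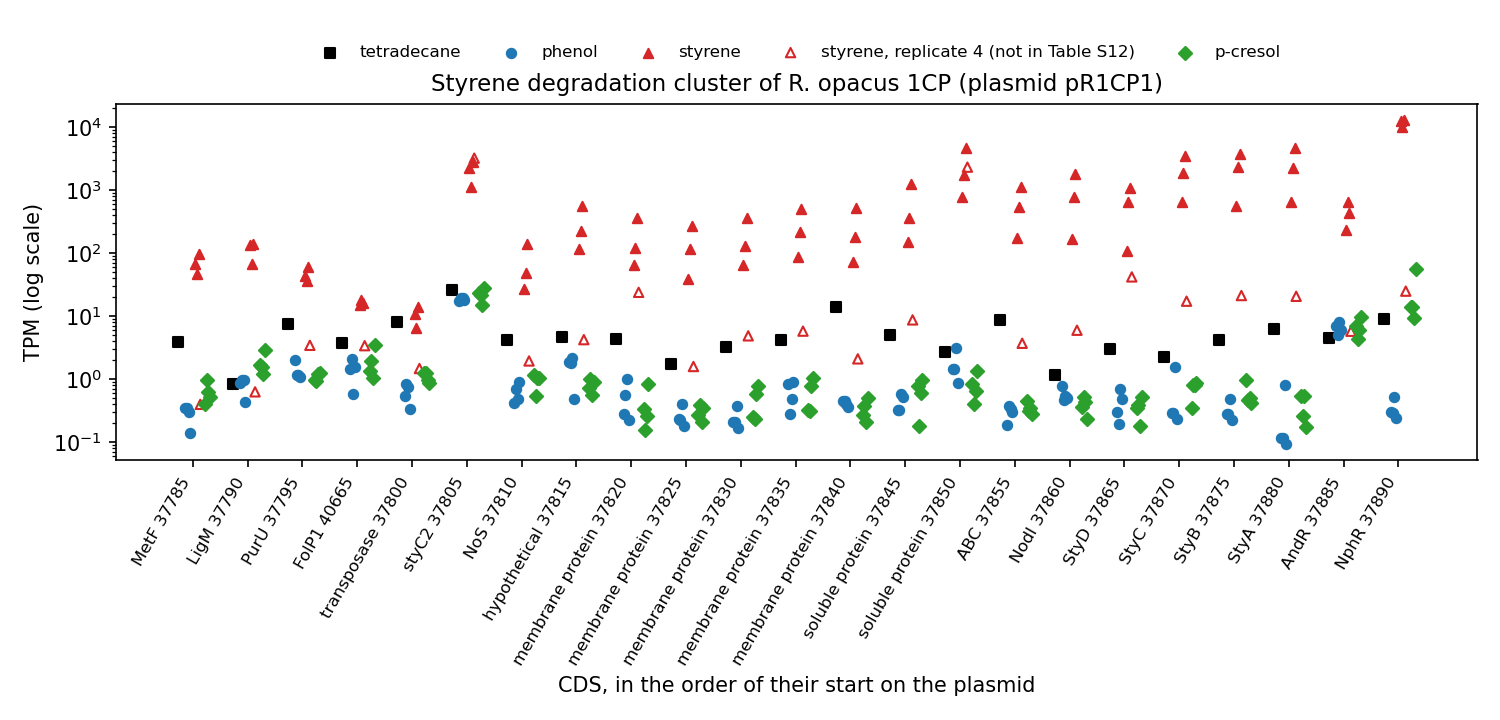
TPM of the 23 CDS of the styrene degradation cluster on pR1CP1 in each of the 13 libraries, on a log axis, ordered along the plasmid. Each point is 1 library. Styrene replicates 1 to 3 (filled triangles) lie at 644 to 4684 TPM for *styA*, and replicate 4 (open triangle) at 20.5 TPM, but at 3190.2 TPM for *styC2*.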

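Of the monooxygenases named for styrene, only the 4-nitrophenol 2-monooxygenase could be paired with loci. NphA1 (R1CP_RS00865) was at 67.2, 1349 and 8029 TPM in styrene replicates 1 to 3, which gives 3148 ± 4275 TPM (SD, n = 3). This is above the tetradecane library with a log2 fold change of 9.04 (SE 1.61, adjusted p = 0.0002 from limma) and above phenol with 6.90 (SE 1.06, adjusted p = 7.1e-05). Each of the 3 libraries was above each phenol library (exact permutation test, two-sided, p = 0.0286, the smallest value that 3 against 4 allow). NphA2 (R1CP_RS00860), at 48.0, 1153 and 5720.3 TPM, had a log2 fold change of 5.65 over tetradecane (SE 1.60, adjusted p = 0.0061 from limma). Styrene replicate 4 showed 118 TPM for NphA1 and 53.4 TPM for NphA2. Both were called in either set of libraries.
Of the 18 CDS of the cluster around *nphA1*, 9 were higher, 1 was lower and 8 did not pass the test on styrene compared with tetradecane (8 higher and 1 lower when adjusted over the list alone). The number of higher CDS was 5 with all 4 styrene libraries (3 when adjusted over the list alone) and 16 without styrene replicate 1. C23DO showed 7.85, 63.7 and 255 TPM in replicates 1 to 3 and 16.4 TPM in replicate 4. Its log2 fold change over tetradecane was 3.10 (SE 1.21, adjusted p = 0.033 from limma), and the call was lost with all 4 libraries, at 2.70, without replicate 2, at 2.95, without replicate 3, at 1.96, and with a pseudocount of 10, at 2.21.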

Several Baeyer-Villiger, P450, and 4-nitrophenol 2-monooxygenases were also upregulated by styrene. On the other hand, indole monooxygenase (*IndA1/A2B*), known to epoxidize styrene, was not induced by styrene as a carbon source.

### Purification and kinetics of *Ro*SOI1 and *Ro*SOI2

Styrene oxide isomerases (StyC/SOI) are transmembrane proteins that catalyze the conversion of styrene oxide to phenylacetaldehyde. 1CP has previously been described for styrene oxide isomerase activity (*Ro*SOI1), but the role of the second copy of SOI (*Ro*SOI2) was unclear. Therefore, both enzymes were expressed and studied for their activity. The heterologous expression of SOIs in *E. coli* BL21 (DE3) yielded only about 0.34 mg and 0.13 mg of enzymes per liter of expression culture for *Ro*SOI1 and *Ro*SOI2, respectively. It is not uncommon for membrane proteins to have such low yields. The Michaelis-Menten kinetics (Table S9) for both enzymes were investigated by directly monitoring the product phenylacetaldehyde using RP-HPLC. By comparison, *Ro*SOI1, encoded within the styrene degradation gene cluster, showed twice the catalytic efficiency (2.1 × 10^6^ s^−1^ M^−1^) in converting the natural substrate (*R/S*)-styrene oxide, compared to *Ro*SOI2 (1.09×10^6^ s^−1^ M^−1^). Interestingly, *Ro*SOI1 showed a specific activity of about 299 ± 16 U mg^−1^, while *Ro*SOI2 showed 374 ± 13 U mg^−1^, which is closer to the value of 375 U mg^−1^ reported earlier (85) for an enriched SOI membrane fraction in 1CP. Since the difference was minor, the precise role of the two SOIs could not yet be clarified, but from the transcriptome and kinetic data, it is clear that both SOIs are involved in the metabolism of styrene degradation intermediates.

## DISCUSSION

The metabolic versatility of *Rhodococcus* strains has previously been attributed to two main reasons: first, the large genome with one or more plasmids, and second, the presence of redundant genes (83, 84). Both reasons are true for strain 1CP. With a size of about 8.6 Mbp, the 1CP genome is among the largest genomes of *Rhodococcus* compared to the average size of completed genomes of 6.2 Mbp. Recently, the number of omics data and functional studies on *Rhodococcus* strains has rapidly increased, leading to about 900 strains being sequenced and listed on NCBI. Notably, *R. jostii* RHA1 was the first genome sequencing of the genus in 2001. Since then, Zampolli reported 236 genomes belonging to *Rhodococcus* species in 2019 (14). Interestingly, the gene clusters related to degradation of halogenated aromatic compounds and one phenol hydroxylase *pheA1*(1) (47, 85) were encoded on the megaplasmid pR1CP1. Additionally, the styrene degradation gene cluster was also located on the same plasmid and shows homology to the one found in *Gordonia rubripertincta* CWB2 (Fig. 2) (89). Owing to differences in G+C content, the horizontal gene transfer analysis, and the presence of many other aromatic-degrading genes and gene clusters, it is likely that the megaplasmid is of foreign origin. The gene redundancy is illustrated by the presence of seven phenol hydroxylases (Fig. 1), several cytochrome P450-monooxygenases, Baeyer-Villiger monooxygenases, and other hydroxylases; four catechol 1,2-dioxygenases and two catechol 2,3-dioxygenases (among other intradiol and extradiol dioxygenases); and seven maleylacetate reductases (Data Set S1). In addition, some of the degradation gene clusters are located in repeat regions of the plasmid pR1CP1.

Even though strain 1CP was extensively studied for phenolic compound degradation, only the *ortho*-degradation was described for it and also for other rhodococci (93, 94). Recent genomic analysis of 37 rhodococci showed that some do not possess the genes for *meta*-cleavage, while some exclusively prefer the *ortho*-route despite having genes for *meta*-cleavage pathways for phenol (94). This was true for the closest neighbor of the study strain, *Rhodococcus opacus* PD630, which was grown on 1-^13^C-labeled phenol and showed that the strain exclusively chose the *ortho-*cleavage route. The regulation of *orthro*-cleavage genes in 1CP and PD630 is listed in Table S14. Furthermore, the knock-out of a key enzyme in the *ortho*-pathway resulted in the inability to utilize phenol (93).

Similar behavior was observed for strain 1CP from growth and transcriptome analyses. Only three out of seven phenol hydroxylases, *pheA1* (1–3), were upregulated on phenol as published earlier (63), which were also recently found to be induced in germinating 1CP cells after dormancy (95). Phylogenetic analysis supports that only those three were closely related and clustered with well-studied phenol hydroxylases, while the other four grouped themselves among halo- or nitrophenol hydroxylases (Fig. 1). This suggests that such halo- or nitrophenol derivatives activate the hydroxylases other than *pheA1*. Subsequently, the upregulation of catechol degradation cluster *catABC*, catechol 1,2-dioxygenases, the protocatechuate cluster, and some other aromatic compound monooxygenases shows that strain 1CP takes the *ortho*-route. Additionally, no extradiol dioxygenases or catechol 2,3-dioxygenases were upregulated, which clearly demonstrates that strain 1CP exclusively takes the *ortho*-route to degrade phenolic compounds. Loss of one or two phenol hydroxylases was well compensated by 1CP, while the triple knock-out mutant lost the ability to grow on phenol, indicating that phenol does not induce any other phenol hydroxylases. On the other hand, the growth rate of 1CP^Δ123^ was much lower than that of 1CP^WT^ or other mutants in the presence of *p-*cresol, which suggests that *p*-cresol was used more efficiently by the *ortho*-route compared to the *meta*-pathway, or that the latter might already be induced in single and double mutants to compensate for the loss. However, this needs to be experimentally proven. It was described earlier that 1CP^WT^ showed no *meta*-cleavage enzyme when grown on *p*-cresol (82).

The expression of another phenol hydroxylase (Fig. 1) by *p*-cresol and various *ortho*-enzymes in the triple mutant (Table 2) suggests that 4-methylcatechol formed by NphA1 was also funneled into the “classical” intradiol degradation route (82). However, the protocatechuate gene cluster, including *pcaL, pcaIJ,* and *pcaF*, is not upregulated. This leads to the assumption that the respective gene cluster is not induced by *p*-cresol or 4-methylcatechol. It is also possible that none of the *ortho*-pathway metabolites are produced, which could induce the protocatechuate gene cluster. Another possible route for the degradation of *p*-cresol would be the metabolization via a hydroxyl 1,4-benzoquinone, hydroxyquinol, and subsequently maleylacetate (92, 96). This route has been described for nitrophenol degradation in several other rhodococci and *Arthrobacter* species (92, 96–99). The nitrophenol hydroxylases that execute the initial reaction were closely related to the phenol hydroxylases (Fig. 1) and usually encoded together with a regulator and, in some cases, together with a hydroxyquinol 1,2-dioxygenase (Fig. S6). In strain 1CP, both cluster variants can be found {C4, I107}, whereas the latter one is not upregulated under any of the applied conditions (Tables S7 and S12), which suggests that degradation via the quinone does not occur in strain 1CP.

Therefore, it is likely that the mutant 1CP^Δ123^ executes the degradation of *p*-cresol via a *meta*-route initiated by catechol 2,3-dioxygenase {C3}. This hypothesis is supported by dioxygenase activity and the transcriptomic analysis, which show that relevant genes required for the subsequent formation of central metabolic intermediates, such as pyruvate and propenoyl-CoA, were expressed. 

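Downstream of the ring cleavage, the additional genes of cluster C52 (4605159 to 4610566 on the chromosome) for a 4-hydroxy-2-oxohexanoate aldolase, a propanal dehydrogenase and a 2-hydroxyhexa-2,4-dienoate hydratase were all higher on *p*-cresol than on tetradecane. The aldolase gene (R1CP_RS20790) stood at 142 ± 39.2 TPM (SD, n = 4) against 4.35 TPM, a log2 fold change of 4.71 (SE 0.78, adjusted p = 0.0003 from limma). The hydratase gene (R1CP_RS20800) had a log2 fold change of 3.73 (SE 0.71, adjusted p = 0.0008) and the dehydrogenase gene (R1CP_RS20795) of 3.01 (SE 0.85, adjusted p = 0.012), whose call was lost with a pseudocount of 10, at 1.74. These 3 genes were also higher in phenol-grown 1CP WT than on tetradecane, with log2 fold changes between 3.54 and 4.33. None of them differed between phenol and *p*-cresol by the test, so their rise was not limited to 1CPΔ123 on *p*-cresol. The 3 CDS of propanoyl-CoA carboxylase, which adds a carboxyl group to propanoyl-CoA, did not pass the test on *p*-cresol against tetradecane. Their log2 fold changes were 0.67 (R1CP_RS12650, SE 0.55, adjusted p = 0.35), 0.48 (R1CP_RS12655, SE 0.65, adjusted p = 0.58) and 0.49 (R1CP_RS23270, SE 0.80, adjusted p = 0.65). After median-of-ratios scaling, all 3 lay between 1.58 and 1.78. R1CP_RS12650 was then called at 1.78, and 2 of the 3 were called when adjusted over the list alone. In data simulated from these libraries, a log2 fold change of 1 was recovered for 1.5% of the changed CDS in this comparison. A rise of this size mostly went uncalled in that simulation, which changed far fewer CDS than the real fit called. The share recovered does not carry over to the real fit, where a missing call does not exclude such a rise. The 2-hydroxymuconate semialdehyde hydrolase gene (HMSH, R1CP_RS02725) showed 6.88 ± 1.52 TPM (SD, n = 4) on *p*-cresol and 13.2 TPM on tetradecane. Its log2 fold change of −0.87 (SE 0.48, adjusted p = 0.17) did not pass the test. It was called lower with array weights, at −0.84 (adjusted p = 0.011), and turned to 0.15 after median-of-ratios scaling and 0.45 after quantile normalization.
From the dioxygenase activity and the transcription of genes for the following steps, the paper proposes that 1CPΔ123 degrades *p*-cresol via a *meta*-route that starts with C23DO.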

Interestingly, aromatic O-demethylases were also expressed when *p-*cresol was supplied as substrate. These enzymes are related to lignin breakdown, which might be a hint that the proposed degradation pathway plays a role in the consumption of lignin cleavage products and is induced by *p*-cresol. The interpretation is reinforced by the fact that creosol is derived from lignin and shows high similarity to cresol (100).

The transcriptome study of *R. rhodochrous* EP4 involved in the catabolism of one of the depolymerization products of lignin, alkylphenols, revealed that 4-ethylphenol was achieved via *meta*-cleavage (101). This gene cluster shows high similarity to the one found in 1CP, and the proposed degradation pathway resembles the one from this study (Fig. 3), suggesting that this pathway might play a role in lignin degradation. In contrast to this study, the aromatic O-demethylase (GcoA/B) was not induced in strain EP4. The deletion mutant of catechol 2,3-dioxygenase in strain *R. jostii* RHA1 lost the ability to grow on alkylphenol, whereas the deletion of alkylphenol hydroxylase had no impact on growth but resulted in higher expression of three phenol hydroxylases, similar to the redundant *pheA1* in 1CP. In EP4, the *catABC* cluster is induced, but no *ortho*-cleavage metabolites were detected. In 1CP, during the growth of the strain on *p*-cresol, activities of the *ortho*-enzymes were detected, while those of the catechol 2,3-dioxygenases were not found, indicating that *p*-cresol can be funneled through the *ortho*-route. This could mean that alkylphenols with larger substituents cannot be metabolized via the *ortho-*route, but only those with short side chains.

A third possibility is to attack the side chain of aromatic hydrocarbons, as in the well-known breakdown of styrene in strain 1CP (74). In this context, we were able to support previous suggestions regarding the styrene degradation cluster {I102} located on the plasmid of strain 1CP. Further, it seems to be the case that this cluster is larger than expected. Besides the genes known to be required for degradation (*styABCD*), two transporters, several hypothetical membrane proteins, and a second styrene oxide isomerase, *styC2*, are upregulated (Fig. 2; Data Set S1). Also, the genes for the degradation of the central intermediate phenylacetic acid were upregulated {C80}, which completes the picture of styrene degradation in strain 1CP. 

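The gene next to *styD* (R1CP_RS37860, 713996 to 714943 on pR1CP1) and its neighbour R1CP_RS37855 (713214 to 713999) encode the ABC transporter pair. On styrene they stood at 916 ± 825 and 607 ± 467 TPM (SD, n = 3), against 1.18 and 8.55 TPM on tetradecane. The log2 fold changes were 8.15 (SE 0.84, adjusted p = 2.5e-06 from limma) and 5.63 (SE 0.67, adjusted p = 8.2e-06). Styrene replicate 4 showed 5.95 and 3.70 TPM, and with all 4 styrene libraries the call of R1CP_RS37855 was lost, at a log2 fold change of 3.97.
At the other end of the cluster, the activator gene at R1CP_RS37890 rose from 0.337 ± 0.124 TPM on phenol (SD, n = 4) to 11709 ± 1658 TPM on styrene (SD, n = 3). Its log2 fold change was 13.09 (SE 0.45, adjusted p = 7.4e-11 from limma), the largest of all CDS named for this comparison. The phenol value rests on 2 reads in each library, so its SD reflects the worth of a read and no spread in reads. In styrene replicate 4 this activator gene was at 24.8 TPM. The genes for a methylenetetrahydrofolate reductase (MetF, R1CP_RS37785) and an *O*-demethylase (LigM, R1CP_RS37790), which open the cluster, reached 70.4 ± 25.3 and 113 ± 40.0 TPM on styrene (SD, n = 3), against 3.90 and 0.822 TPM on tetradecane. In styrene replicate 4 they were at 0.397 and 0.627 TPM, or 2 and 5 reads. On tetradecane they rest on 3 reads and 1 read, too few to give a direction against replicate 4.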

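Cluster C80 (6741649 to 6754681 on the chromosome) codes for the degradation of phenylacetic acid, which is first activated to phenylacetyl-CoA by PaaK and then epoxidized by the PaaABCDE complex. PaaK (R1CP_RS30715) reached 366 ± 89.5 TPM (SD, n = 3) on styrene against 13.8 TPM on tetradecane, a log2 fold change of 4.60 (SE 0.56, adjusted p = 9.8e-06 from limma). PaaA (R1CP_RS30740) reached 210 ± 102 TPM against 2.35 TPM, a log2 fold change of 5.88 (SE 0.77, adjusted p = 1.8e-05). The thiolase gene *paaJ* (R1CP_RS30760) stood at 4.49 ± 3.20 TPM (SD, n = 3) against 3.67 TPM. Its log2 fold change of 0.06 (SE 0.54, adjusted p = 0.93) did not pass the test and became −0.07 when replicate 4 was added and −0.38 without styrene replicate 3. It was called at 1.65 after median-of-ratios scaling and at 2.17 after quantile normalization.
Of the 15 CDS of the cluster, 11 were higher on styrene than on tetradecane, none was lower and 4 did not pass the test (11 when adjusted over the list alone). With all 4 styrene libraries 8 were higher, and after either scaling all 15. In styrene replicate 4 PaaK was at 20.7 TPM and PaaA at 21.9 TPM. The paper describes the cluster from the genome, and its loci were taken here from Data Set S2, which reports these samples. From the upregulation of this cluster together with *styABCD*, the paper concludes that the picture of styrene degradation in strain 1CP is complete.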

Interestingly, also several P450 monooxygenases are induced during growth on styrene (Table 3). These enzymes are known to be able to epoxidize styrene in humans and might therefore also promote styrene activation in strain 1CP.

So far, only one styrene-specific ABC-transporter (StyE) has been described from *Pseudomonas* (102), but aligning this one to the ABC-transporter found in strain 1CP failed to identify similarity. Thus, the role of these two ABC transporters in styrene import can only be postulated. 

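The 7 hypothetical proteins are encoded by R1CP_RS37820 to R1CP_RS37850, from 708595 to 712760 on pR1CP1. All 7 were higher on styrene than on tetradecane, with log2 fold changes between 3.71 and 8.96 and a median of 5.30 (7 when adjusted over the list alone), and all 7 were higher than on phenol. The paper describes this set from the genome, by its similarity to a cluster of *Gordonia rubripertincta* CWB2. R1CP_RS37850, a soluble member, reached 2397 ± 2054 TPM (SD, n = 3) against 2.71 TPM on tetradecane, a log2 fold change of 8.96 (SE 0.73, adjusted p = 3.7e-07 from limma). Among the members with a transmembrane section, R1CP_RS37840 stood at 259 ± 234 TPM on styrene (SD, n = 3) and at 13.7 TPM on tetradecane. In styrene replicate 4, R1CP_RS37850 was at 2298 TPM and R1CP_RS37840 at 2.09 TPM, and 6 of the 7 were higher than on tetradecane with all 4 libraries.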

The same is true with the set of seven hypothetical proteins that show very high similarity to those recently found in a styrene degradation cluster of *Gordonia rubripertincta* CWB2 (89). In that strain, the degradation of styrene occurs over glutathione. The finding that this set of hypothetical proteins was induced in two different strains and styrene degradation clusters, respectively, strongly suggests a role in styrene metabolization. However, so far, the only known characteristics are that five of these proteins are likely to have a transmembrane section. Thus, further research is needed to clarify this.

Another interesting observation is that the second styrene oxide isomerase (*styC2*) was also induced during styrene exposure. 

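The second styrene oxide isomerase gene *styC2* (R1CP_RS37805) lies from 706076 to 706555 on pR1CP1. Its TPM were 2223, 1122 and 2788 in styrene replicates 1 to 3, with a mean of 2044 ± 847 TPM (SD, n = 3), and 3190.2 in replicate 4. The mean of all 4 was 2331 ± 898 TPM (SD, n = 4). On tetradecane *styC2* was at 25.7 TPM and on phenol at 18.5 ± 1.14 TPM (SD, n = 4). The log2 fold change was 6.16 over tetradecane (SE 0.49, adjusted p = 3.3e-07 from limma) and 6.62 over phenol (SE 0.33, adjusted p = 1.4e-09). Every styrene library lay above every phenol library (exact permutation test, two-sided, p = 0.0286, the smallest value that 3 against 4 allow). The first copy, *styC*, was at 652, 1861 and 3424 TPM in replicates 1 to 3, but only at 17.2 TPM in replicate 4.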

Based on the kinetic data, StyC1 (*Ro*SOI1) is twice as effective as StyC2 (*Ro*SOI2) with respect to catalytic efficiency and substrate affinity for styrene oxide. This suggests that *Ro*SOI1 is the primary SOI, while the role and nature of *Ro*SOI2 are still unclear. Further studies on substrate scope, other biochemical characterization, or transcriptome analysis might be needed for the second copy to determine its exact role.

In conclusion, we report the complete genome of strain 1CP and compare the genome and transcriptome data when grown on aromatic compounds, along with various previous studies. This helped to trace the three main pathways of aromatic compound degradation— *ortho*-, *meta*-, and side chain—completing the picture that was begun in numerous earlier studies on this versatile strain, *Rhodococcus opacus* 1CP.

## MATERIALS AND METHODS

### Cultivation of strains

For scanning electron microscopy, the cells of 1CP were grown and treated, fixed, and scanned as described in Oelschlägel et al. (75). Similarly treated cells were transferred onto a microscopic slide containing 1.5% (wt/vol) agarose coating, covered with a coverslip, and subjected to bright field microscopy. Fed-batch cultivation of *Rhodococcus opacus* 1CP wild-type was performed at 30°C in mineral medium (103) at pH 7.2, containing phenol (24–47 mM), 4-chlorophenol (4CP) (23 mM), *p*-cresol (21–25 mM), or benzoate (25 mM). Final concentrations were achieved by portion-wise addition of the carbon source over 4–5 days. Depending on the desired amount of biomass, growth was performed in 1 L and 3 L baffled shaking flasks (130 rpm constant shaking) or a 5 L glass fermenter (ADI 1030 biocontroller, Applikon, Schiedam, the Netherlands). Cells were harvested by centrifugation (15,000 ×*g*), washed with 50 mM K/Na-phosphate buffer (pH 7.2), shock-frozen in liquid nitrogen, and stored at –80°C until used.

For growth experiments of the hydroxylase-deficient mutants and the wild-type, 10 mL precultures were cultivated in 100 mL baffled Erlenmeyer flasks containing the above mineral medium and 4 mM benzoate as the C-source (130 rpm, 30°C). Twenty-four hours later, the cultures were centrifuged (15,000 × *g*), washed with 25 mM K/Na-phosphate buffer, and resuspended in 40 mL of the same phosphate buffer. Then, 100 mL mineral medium, containing either 2 mM phenol or 2 mM *p*-cresol, was inoculated with these washed cells to a final OD_600_ of 0.1. Cultivation took place in 1 L shaking flasks at 30°C (130 rpm). Growth rates μ (µ = (lnx_1_ − lnx_0_) / (t_1_ – t_0_)) and doubling times were calculated from the exponential phase. Each experiment was carried out in triplicate. *E. coli* DH5α, *E. coli* BL21-CodonPlus-RP, and *E. coli* S17-1 were grown in Luria-Bertani (LB) medium (104) at 20°C, 30°C, or 37°C. When appropriate for selection, the medium was supplied with ampicillin (100 µg mL^−1^) and/or chloramphenicol (50 µg mL^−1^). LB plates used for conjugation contained nalidixic acid (30 µg mL^−1^) and kanamycin (20 µg mL^−1^). To select for allelic exchange by homologous recombination, 0.5× LB plates were supplemented with 10% sucrose. OD_600_ was measured in quartz-glass cuvettes (Cary50 spectrophotometer, Varian).

### Genome sequencing, assembly, and annotation

The genomic DNA of *Rhodococcus opacus* 1CP was isolated as described before for other actinobacteria (89). DNA sequencing of small genomic fragments was performed as described elsewhere (105). The library preparation, genome sequencing, assembly, annotation, and subsequent analysis were performed as described previously (89). Sequences were analyzed with the Lasergene 99 program package (v4.05, DNASTAR) and the Staden package (version 1.6.0) (106), or by using the RAST platform (107), and compared with the non-redundant database provided by the National Center of Biotechnology Information (NCBI), using BLAST (108). Alignment of peptide sequences and phylogenetic analysis was performed with MEGAX (109) using the default parameters.

### DNA preparation, *in vitro* manipulation, sequencing, and analysis

Plasmid DNA from clones was isolated using the FlexiPrep Kit (GE Healthcare Europe GmbH). Genomic DNA from *Rhodococcus opacus* 1CP was prepared as described previously (49). DNA digestion with restriction endonucleases (MBI Fermentas, Germany), electrophoresis, and ligation with T4 DNA ligase (MBI Fermentas) were performed according to standard protocols (104) and the supplier’s instructions. DNA was eluted from agarose gels by means of the EasyPure Kit (Biozym) and the GeneClean kit (Qbiogene GmbH, Heidelberg, Germany). Transformation of *E. coli* strains was performed according to Inoue (110).

### Construction of pheA1 knock-out mutants

Three different plasmids were constructed to inactivate the three *pheA1* genes [pheA1(1), pheA1(2), and pheA1(3)] (Table S10). In all cases, pK18mobSacB (111) served as backbone. The plasmids were conjugated via *E. coli* S17-1 into *Rhodococcus opacus* 1CP. By successive conjugations, double and triple knock-out mutants, respectively, were constructed. Integration of plasmid and allelic exchange by homologous recombination was verified by PCR.

The plasmid pROPH3 was digested with *Bam*HI and *Eco*RI. A 1.47 kb DNA fragment was isolated and purified by means of gel electrophoresis. It was subsequently ligated into the multiple cloning site of pK18mobSacB and designated as pK18A1-3E. The fragment covers 893 bp of the pheA1 gene, 542 bp of the putative regulator gene thcR, and the interregion.

To interrupt the *pheA1(2*) gene, a 333 bp large *Dra*II fragment of pROPH3 was inserted in the solely *Dra*II restriction site of pK18A1-3E, which cuts inside the *pheA1* gene. The construct with the disrupted *pheA1* gene was designated as pK18A1-3E91. The construct was conjugated via *E. coli* S17-1 into *R. opacus* 1CP. First crossover was validated by means of PCR. The colony that exhibited the expected PCR amplicon was designated as *R. opacus* 1CP E7.

For the selection of the second crossover, an overnight culture of *R. opacus* 1CP E7 in LB was spread on 0.5× LB plates containing 10% of sucrose. Only clones that had lost the pK18 insertion could grow on these plates. To distinguish between revertants and mutants, the colonies were checked by PCR. Additionally, mutants were checked by DNA sequencing. The mutant with the disrupted *pheA1(2*) gene was designated as *R. opacus* 1CP E740.

For the knock-out of the *pheA1(1*) gene, the plasmid pK18A1-1EN1X4 was constructed. Therefore, the whole 3.7 kb *Eco*RI fragment was excised from pROPH1-2 and ligated into pK18mobSacB, resulting in pK18ROPH1-2c. This plasmid was digested by *Not*I and the 1.9 kb fragment religated (pK18A1-1EN). In order to inactivate *pheA1(1*), pK18A1-1EN was digested by *Xho*I and a 344 bp *Xho*I fragment of pROPH8 was inserted.

To disrupt *pheA1(3*) of pROPH8, the plasmid pK18A1-8P1E2X1 was constructed. In this case, pROPH8 was digested with *Pst*I, and the 2.1 kb fragment was ligated into pK18mobSacB. The resulting plasmid (pK18A1-8P1) was cut with *Eco*RI, and the 1.6 kb fragment was religated (pK18A1-8P1E2). This fragment covers a catechol 1,2-dioxygenase and the last 650 bp of *pheA1(3*). To interrupt the reading frame of *pheA1,* a 344 bp *Xho*I fragment of pROPH8 was ligated into the *Xho*I site of pK18A1-8P1E2.

Transfer of the plasmid into *Rhodococcus opacus* 1CP and verification of the first and second crossover, respectively, was carried out as described above.

### Transcriptome sequencing and analysis

For the cultivation of cells for tetradecane, phenol, and *p*-cresol studies, the procedure was as follows. Precultures of *R. opacus* 1CP^WT^ and *R. opacus* 1CP ^Δ123^ were grown in 20 mL minimal medium (75) containing 4 mM benzoate as sole carbon source at 30°C under continuous shaking. After 4 days, the cultures were fed with 5 mM benzoate. After 5 and 7 days of growth, 2 mM of the above-mentioned carbon sources were added. After 8 days, cultures were divided into four shaking flasks for each substrate containing 100 mL of fresh minimal medium and 2 mM of the respective carbon source. Afterward, the cultures were fed twice daily with 2 mM of the respective carbon source. This was done for 3 days before harvesting, according to the protocol described earlier (89). In the case of tetradecane, the purified RNA samples were pooled before sequencing.

For the cultivation of 1CP^WT^ cells for styrene transcriptome studies, the preparation followed earlier studies for the actinobacterium *Gordonia rubripertincta* CWB2 (89). RNA quality analysis and sequencing were performed as described earlier (89). The reads were mapped on the reference strain *R. opacus* 1CP (CP009111, CP009112, and CP009113) using Bowtie2 (112) with standard settings. Visualization and data analysis were performed using the software ReadXplorer 2.2.3 (113). Differential gene expression analysis was based on normalized read counts using TPM values (transcripts per million) of coding sequences (CDSs) calculated by ReadXplorer 2.2.3. The signal intensity value (a-value) was calculated as 0.5 × (log_2_ TPM condition A + log_2_ TPM condition B) of each CDS, and the signal intensity ratio (m-value) was calculated as the difference of (log_2_) TPM. CDS with m-values of higher/equal than ± 0.58 and a padj lower than 0.05 were considered to be differentially transcribed.

### Dioxygenase activity of 1CP^WT^ and 1CP^∆123^ grown on *p*-cresol

The cells of 1CP^WT^ and 1CP^∆123^ were grown in 100 mL mineral medium with 2 mM *p*-cresol as sole carbon source, as mentioned earlier. The cells were washed with 50 mM potassium phosphate buffer, pH 7.5. The cells were disrupted by ultrasonication (seven cycles of 30-second pulses followed by 60-second pauses, 30% output), and the cell-free lysate was prepared by centrifugation at 9,000 × *g* for 40 min at 4°C, which served as the enzyme solution. The protein concentration of the cell-free lysate was determined using the Bradford assay with BSA as the standard. The activity assays were performed in a 96-well plate with a total volume of 250 µL of reaction mixture, containing 200 µL of the above-mentioned buffer and 50 µL of enzyme solution. The C12DO activity was measured by monitoring the formation of *cis,cis*-muconic acid at 260 nm (ε_260_ = 16,800 M^−1^·cm^−1^) using catechol as the substrate. For C23DO activity, the changes were observed by monitoring the formation of 2-hydroxy muconic semialdehyde at 375 nm (ε_375_ = 33,000 M^−1^·cm^−1^) and 2-hydroxy-5-methyl muconic semialdehyde at 382 nm (ε_382_= 28,100 M^−1^·cm^−1^) using catechol and 4-methyl catechol as substrates, respectively. The specific activities were calculated using their respective molar extinction coefficient and expressed as nmol min^−1^ mg^−1^ (mU mg^−1^). The assay was performed in triplicates with both biotic and abiotic controls (114).

### Heterologous expression, purification, and quantification of *Ro*SOI1 and *Ro*SOI2

The codon-optimized SOIs were cloned into pET28a(+) vector with *N-*terminal His_6_ tag and transformed into *E. coli* BL21 (DE3) expression system. The SOIs were cultivated in 2.8 L Erlenmeyer flasks containing 1 L of autoinduction medium and purified as described in Kumaran et al. (115). The protein concentration was determined using the extinction coefficient of the heme at 420 nm, ε_420_ = 115 mM^−1^·cm^−1^ (116).

### Michaelis-Menten kinetics of SOIs

The Michaelis-Menten kinetics of SOIs for its natural substrate, (*R/S*)-styrene oxide, were studied using sampling method and measured by RP-HPLC. The enzyme assay was performed in a 1.5 mL glass vial at 25°C, 1,000 rpm. The assay, sample preparation for RP-HPLC measurements, and analytics were performed as described in Kumaran et al. (115). The initial velocities with respect to substrate concentration were plotted against each other to determine the kinetic parameters, *K_M_*, *k*_cat_, and *V*_max_. All the measurements were performed in triplicates.

## Data Availability

*Rhodococcus opacus* 1CP is available in public culture collections (DSM 46757 and VKM: Ac-2638). All other strains and plasmids used in this study are listed in Tables S10 and S11. A summary of transcriptome sequencing statistics is deposited in DataSet S2. The genome sequence is available via the GenBank accessions CP009111 to CP009113 and BioProject PRJNA253567. The RNA-seq data as well as the raw reads are available via GEO accession GSE294731. Accession numbers of relevant genes and proteins of this study can be found in the respective sections of the paper as well as the supplemental material. The complete list of gene/gene clusters identified in strain 1CP is provided in Data Set S1, and the transcriptome sequencing statistics and annotations are provided in Data Sets S2 and S3.

## SUPPLEMENTAL MATERIAL

Supplemental material aem.00045-26-s0001.docx Tables S1 to S14; Fig. S1 to S6.

Data Set S1 aem.00045-26-s0002.xlsx Genes/gene clusters differently regulated in strain 1CP upon treatment with different aromatic compounds.

Data Set S2 aem.00045-26-s0003.xlsx Transcriptome annotation of 1CP grown on styrene (treatment) vs. *p*-cresol (control).

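Data Set S2 lists the CDS around the styrene and phenylacetic acid clusters, with the paper's m-value for styrene-grown 1CP WT against *p*-cresol-grown 1CPΔ123. The methods define the m-value as the difference of log2 TPM between both conditions and the a-value as their mean on the log2 scale. However, the listed a-values reach 55185, which a log2 mean cannot hold. Over 7404 CDS, 1220 were higher and 4014 lower on styrene than on *p*-cresol. With median-of-ratios scaling, 2293 were higher and 2652 lower, with quantile normalization 2351 and 2460. The median log2 fold change of all CDS was −0.93 before and −0.09 after median-of-ratios scaling. All 23 CDS of the styrene cluster were higher on styrene (23 when adjusted over the list alone), as were all 15 of the phenylacetic acid cluster (15 when adjusted over the list alone). The loci of both clusters were taken from this data set, so the counts do not come from other samples than the paper's. *styA* stood at 0.376 ± 0.189 TPM (SD, n = 4) on *p*-cresol and had a log2 fold change of 10.42 (SE 0.49, adjusted p = 1.5e-09 from limma). For *styC2*, at 22.1 ± 5.40 TPM on *p*-cresol (SD, n = 4), it was 6.40 (SE 0.33, adjusted p = 2.5e-09). With replicate 4 added, all 23 CDS of the styrene cluster and 14 of the 15 CDS of the phenylacetic acid cluster were higher (23 and 15 when adjusted over the list alone). The CDS that did not pass was *paaJ*, whose log2 fold change was 0.94 without replicate 4 (SE 0.36, adjusted p = 0.030) and 0.81 with it. Its call was also lost without any 1 of styrene replicates 2 and 3 and *p*-cresol replicates 1, 2 and 3, at log2 fold changes between 0.50 and 0.95.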

Data Set S3 aem.00045-26-s0004.xlsx Transcriptome statistics of 1CP^∆123^ grown on p-cresol (treatment) and tetradecane (control).

ASM does not own the copyrights to Supplemental Material that may be linked to, or accessed through, an article. The authors have granted ASM a non-exclusive, world-wide license to publish the Supplemental Material files. Please contact the corresponding author directly for reuse.

# Supplementary material for: Whole-genomic and transcriptomic analyses elucidate p-cresol and styrene degradation metabolism in Rhodococcus opacus 1CP
**Source:** Appl Environ Microbiol. 2026 Mar 27;92(4):e00045-26. doi: 10.1128/aem.00045-26
**Supplement:** Supplemental material — Tables S1 to S14; Fig. S1 to S6.

**Supplementary materials**

**Whole-genomic and transcriptomic analyses elucidate *p*-cresol and styrene degradation metabolism in *Rhodococcus opacus* 1CP**

Selvapravin Kumaran (0000-0002-0799-9211),^a^ Thomas Heine,^b,^* Janosch A.D. Gröning,^b,§^ Michael Schlömann,^b^ Andreas Albersmeier,^c^ Tobias Busche ([0000-0001-9211-8927](https://orcid.org/0000-0001-9211-8927)),^c,d^ Jörn Kalinowski,^c^ Christian Rückert-Reed ([0000-0002-9722-4435](https://orcid.org/0000-0002-9722-4435)),^c,d^ Lena Schaffert ([0000-0002-2437-1784](https://orcid.org/0000-0002-2437-1784)),^c^ and Dirk Tischler,^a,b^ (0000-0002-6288-2403)^#^

Running Head: Transcriptome of aromatic compound degrader strain 1CP

Selvapravin Kumaran and Thomas Heine contributed equally to this work. Author order was decided by mutual consultation.

**Table S1**. List of studies conducted on *Rhodococcus opacus* 1CP for various applications

| Studies | | | References |
| --- | --- | --- | --- |
| **Degradation** | (Halo-)aromatic compounds | (Halo)catechols | 65, 68-71, 82, 92 |
|  |  | (Halo)phenols | 40, 63, 65, 67, 68, 73, 77, 91 |
|  |  | Benzoates, (Halo)benzoates, (Hydroxy)benzoates, (Methyl)benzoates | 58, 67 |
|  |  | *para*-toluate | 43 |
|  |  | *para*-cresol | 90 |
|  | Dyes | Methyl red | 42 |
|  | (Long-chain) alkanes | e.g. n-tetradecane and n-hexadecane | 44, 50 |
|  | Biosurfactants | Tween 80 | 20 |
|  | Heterotrophic CO_2_ assimilation _­_ | | 45 |
| **Production** | Nocardiomycolic acids |  | 50 |
|  | Biosurfactants | Trehalose lipids | 50, 51, 19 |
|  | Phenylacetic acids | Styrene | 86 |
| **(Stress) response** | Effect of (halo‑)aromatic compounds | on fatty acid production | 41 |
|  |  | on cell and colony morphology, lipid composition and growth manner | 31 |
|  | Dormancy | effects aromatic compound degradation | 32, 33 |
|  | Oxidative stress | Effect on morphological, physiological and biochemical characteristics | 34 |
| **Biotechnology** | Cell immobilization |  | 34, 35 |

**Table S2**. List of substrates that were tested as carbon source for *Rhodococcus opacus* 1CP in agar plate

| **Aminoacids [mM]** |  | **(Aromatic) Carboxylic acids [mM]** |  | **Aromatic hydrocarbons [mM]** |  |
| --- | --- | --- | --- | --- | --- |
| Alanine [4] | + | Gluconic acid [4] | + | Phenol | + |
| Arginine [4] | + | Succinic acid [10] | + | 3-Methylphenol (*m*-cresol) | + |
| Aspartic acid [4] | + | Benzoic acid [10] | + | 4-Methylphenol (*p*-cresol) | + |
| Cysteine [4] | - | 4-Methylbenzoic acid [2] | + | 4-Chlorophenol | + |
| Glutamine [4] | + | 2-Hydroxybenzoic acid [5] | - | 2,4-Dichlorophenol | + |
| Glutamic acid [4] | + | 3-Hydroxybenzoic acid [5] | + | Acetophenone | + |
| Glycine [4] | + | 4-Hydroxybenzoic acid [5] | + | Styrene | + |
| Histidine [4] | - | 2,5-Dihydroxybenzoic acid [200 mg L^-1^] (89) | + | Styrene oxide | + |
| Lysine [4] | - | 3,4-Dihydroxybenzoic acid [2] | + | Phenylacetaldeyde [0.5] | + |
| Phenylalanine [4] | + | 2-Aminobenzoic acid [4] | + | Vanillin [4] | + |
| Proline [4] | + | 3-Aminobenzoic acid [5] | + | 2-Phenylethanol [1] | + |
| Serine [4] | + | 4-Aminobenzoic acid [5] | + | Naphthalene [6.7 g L^-1^] | - |
| Tryptophan [4] | - | Phthalic acid [4] | + | Phenanthrene [6.7 g L^-1^] | - |
| Tyrosine [4] | + | trans-Ferulic acid [4] | + | Biphenyl [6.7 g L^-1^] | - |
|  |  | Caffeic acid [4] | + |  |  |
| **Monosaccharides [mM]** |  | trans-Cinnamic acid [4] | + | **Complex media** |  |
| Arabinose [4] | - | 6-Hydroxynicotine acid [5] | + | LB | + |
| Fructose [4] | + | Nicotinic acid [5] | + | dYT | + |
| Galactose [4] | + | Phenylacetic acid [10] | + |  |  |
| Glucose [4] | + | Vanillic acid [10] | + |  |  |
| Rhamnose [4] | - | 2-Chlorobenzoic acid [4] | - |  |  |
| Ribose [4] | + | 3-Chlorobenzoic acid [4] | + |  |  |
| Xylose [4] | - | 4-Chlorobenzoic acid [4] | - |  |  |
|  |  | Pyruvic acid [4] | + |  |  |
| **Disaccharides [mM]** |  | cis-cis-Muconate [3] | + |  |  |
| Cellobiose [4] | - |  |  |  |  |
| Lactose [4] | + | **Alditols [mM]** |  |  |  |
| Maltose [4] | + | Sorbitol [4] | + |  |  |
| Saccharose [4] | + | Mannitol [4] | + |  |  |
|  |  |  |  |  |  |
| **Alkane [mL L^-1^]** |  | **Steroids** |  |  |  |
| N-Decane [13] | + | Cholesterol | + |  |  |
| N-Dodecane [13] | + |  |  |  |  |
| n-Tetradecane [13] | + |  |  |  |  |
| n-Hexadecane [13] | + |  |  |  |  |

+ = growth; - = no growth

**Table S3**. Genome statistics of *Rhodococcus opacus* 1CP

| Attribute | Chromosome | Plasmid (pR1CP1) | Plasmid (pR1CP2) |
| --- | --- | --- | --- |
| Accession | CP009111 | CP009112 | CP009113 |
| Sum of contig length (bp) | 7,687,653 | 885,383 | 64,499 |
| G + C content (%) | 67.4 | 64.1 | 63.7 |
| Protein coding genes | 7,380 | 881 | 65 |
| Average gene length (bp) | 968 | 816 | 858 |
| Coding percentage (%) | 93 | 81 | 87 |
| tRNA genes | 59 | 2 | - |
| rRNA genes | 12 | - | - |

**Table S4**. Assignment of genes of *Rhodococcus opacus* 1CP to clusters of orthologous genes (COG) categories by IMG.

| Category and function | | Predicted proteins assigned to the COG category | |
| --- | --- | --- | --- |
|  |  | numbers | ratio (%) |
| A | RNA processing and modification | 1 | 0.01 |
| B | Chromatin structure and dynamics | 1 | 0.01 |
| C | Energy production and conversion | 513 | 6.78 |
| D | Cell cycle control, cell division, chromosome partitioning | 46 | 0.61 |
| E | Amino acid transport and metabolism | 656 | 8.67 |
| F | Nucleotide transport and metabolism | 129 | 1.71 |
| G | Carbohydrate transport and metabolism | 455 | 6.02 |
| H | Coenzyme transport and metabolism | 418 | 5.53 |
| I | Lipid transport and metabolism | 675 | 8.93 |
| J | Translation, ribosomal structure and biogenesis | 231 | 3.05 |
| K | Transcription | 741 | 9.80 |
| L | Replication, recombination and repair | 202 | 2.67 |
| M | Cell wall/membrane/envelope biogenesis | 227 | 3 |
| N | Cell motility | 17 | 0.22 |
| O | Posttranslational modification, protein turnover, chaperones | 200 | 2.64 |
| P | Inorganic ion transport and metabolism | 495 | 6.55 |
| Q | Secondary metabolites biosynthesis, transport and catabolism | 471 | 6.23 |
| R | General function prediction only | 1029 | 13.61 |
| S | Function unknown | 355 | 4.69 |
| T | Signal transduction mechanisms | 273 | 3.61 |
| U | Intracellular trafficking, secretion, and vesicular transport | 42 | 0.56 |
| V | Defense mechanisms | 165 | 2.18 |
| W | Extracellular structures | 8 | 0.11 |
| X | Mobilome: prophages, transposons | 213 | 2.82 |
|  | Not in COG | 2189 | 26.54 |

**Table S5**. Assignment of genes of *Rhodococcus opacus* 1CP to subsystems by RAST

|  | Chromosome | | pR1CP1 | | pR1CP2 | |
| --- | --- | --- | --- | --- | --- | --- |
| Subsystem coverage | 23 % |  | 7 % |  | 3 % |  |
| Description | Value | % | Value | % | Value | % |
| Cofactors, vitamins, prosthetic groups, pigments | 287 | 9.9 | 8 | 10.4 | 0 | 0.0 |
| Cell wall and capsule | 44 | 1.5 | 0 | 0.0 | 0 | 0.0 |
| Virulence, disease and defense | 45 | 1.6 | 1 | 1.3 | 0 | 0.0 |
| Potassium metabolism | 15 | 0.5 | 0 | 0.0 | 0 | 0.0 |
| Miscellaneous | 49 | 1.7 | 2 | 2.6 | 0 | 0.0 |
| Phages, prophages, transposable elements, plasmids | 0 | 0.0 | 0 | 0.0 | 0 | 0.0 |
| Membrane transport | 52 | 1.8 | 0 | 0.0 | 0 | 0.0 |
| Iron acquisition and metabolism | 11 | 0.4 | 0 | 0.0 | 0 | 0.0 |
| RNA metabolism | 45 | 1.6 | 0 | 0.0 | 0 | 0.0 |
| Nucleosides and nucleotides | 127 | 4.4 | 0 | 0.0 | 0 | 0.0 |
| Protein metabolism | 237 | 8.2 | 2 | 2.6 | 0 | 0.0 |
| Cell division and cell cycle | 0 | 0.0 | 0 | 0.0 | 0 | 0.0 |
| Motility and chemotaxis | 0 | 0.0 | 0 | 0.0 | 0 | 0.0 |
| Regulation and cell signaling | 32 | 1.1 | 4 | 5.2 | 0 | 0.0 |
| Secondary metabolism | 9 | 0.3 | 0 | 0.0 | 0 | 0.0 |
| DNA metabolism | 92 | 3.2 | 1 | 1.3 | 1 | 33.3 |
| Fatty acids, lipids, and isoprenoids | 286 | 9.9 | 7 | 9.1 | 0 | 0.0 |
| Nitrogen metabolism | 50 | 1.7 | 2 | 2.6 | 0 | 0.0 |
| Dormancy and sporulation | 3 | 0.1 | 0 | 0.0 | 0 | 0.0 |
| Respiration | 131 | 4.5 | 7 | 9.1 | 0 | 0.0 |
| Stress response | 61 | 2.1 | 0 | 0.0 | 2 | 66.7 |
| Metabolism of aromatic compounds | 139 | 4.8 | 2 | 2.6 | 0 | 0.0 |
| Amino acids and derivatives | 587 | 20.2 | 16 | 20.8 | 0 | 0.0 |
| Sulfur metabolism | 47 | 1.6 | 0 | 0.0 | 0 | 0.0 |
| Phosphorus metabolism | 36 | 1.2 | 0 | 0.0 | 0 | 0.0 |
| Carbohydrates | 514 | 17.7 | 25 | 32.5 | 0 | 0.0 |

Subsystem coverage – percentage of genes assigned to known biological functions

**Table S6**. Secondary metabolite clusters identified in *Rhodococcus opacus* 1CP with antiSMASH5.1.2.

| Region | | Type | From | To | Most similar known cluster | | Similarity |
| --- | --- | --- | --- | --- | --- | --- | --- |
| 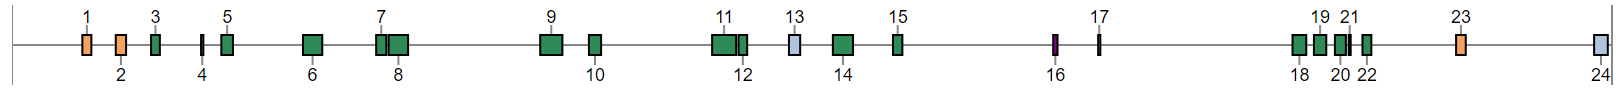 | | | | | | | |
| 1 | C | T1PKS | 338,090 | 381,328 | - |  | - |
| 2 | C | T1PKS | 498,582 | 548,204 | Tetrocarcin A | Polyketide | 11 % |
| 3 | C | NRPS-like | 668,194 | 710,420 | - |  | - |
| 4 | C | Butyrolactone | 908,453 | 919,379 | Herboxidiene | Polyketide | 3 % |
| 5 | C | NRPS | 1,005,799 | 1,061,615 | Erythrochelin | NRP | 57 % |
| 6 | C | NRPS | 1,398,057 | 1,490,744 | Rimosamide | NRP | 14 % |
| 7 | C | NRPS | 1,749,723 | 1,798,790 | - |  | - |
| 8 | C | NRPS | 1,809,674 | 1,903,199 | Mycinamicin II | Polyketide | 14 % |
| 9 | C | NRPS | 2,537,887 | 2,644,490 | Fengycin | NRP | 20 % |
| 10 | C | NRPS | 2,771,987 | 2,830,490 | Sch47554 / Sch47555 | Polyketide | 3 % |
| 11 | C | NRPS | 3,363,914 | 3,479,330 | Borrelidin | Polyketide | 6 % |
| 12 | C | NRPS-like | 3,490,749 | 3,532,283 | - | - | - |
| 13 | C | Terpene, T1PKS | 3,733,132 | 3,786,986 | 4-Hexadecanoyl-3-hydroxy-2-(hydroxymethyl)-2H-furan-5-one | Polyketide | 27 % |
| 14 | C | NRPS | 3,944,094 | 4,041,015 | Oxalomycin B | NRP + Polyketide | 12 % |
| 15 | C | NRPS | 4,232,947 | 4,278,020 | Phosphonoglycans | Saccharide | 5 % |
| 16 | C | Terpene | 5,002,595 | 5,023,536 | Carotenoid | Terpene | 18 % |
| 17 | C | Ectoine | 5,218,765 | 5,229,163 | Ectoine | Other | 75 % |
| 18 | C | NRPS | 6,152,660 | 6,218,679 | Chondrochloren A | NRP + Polyketide:Modular type I | 11 % |
| 19 | C | NRPS | 6,255,456 | 6,314,846 | Rhodochelin | NRP | 100 % |
| 20 | C | NRPS | 6,356,305 | 6,409,037 | Lobosamide A / Lobosamide B / Lobosamide C | Polyketide | 4 % |
| 21 | C | Bacteriocin | 6,422,585 | 6,432,143 | - | - | - |
| 22 | C | NRPS | 6,488,682 | 6,531,349 | - | - | - |
| 23 | C | hglE-KS | 6,938,594 | 6,984,980 | - | - | - |
| 24 | C | NRPS, Bacteriocin | 7,601,762 | 7,667,462 | - | - | - |
| 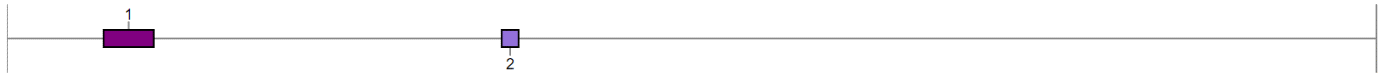 | | | | | | | |
| 1 | I | betalactone | 62,568 | 94,981 | - | - | - |
| 2 | I | butyrolactone | 319,897 | 330,823 | - | - | - |

Location of the putative secondary metabolite clusters are indicated by (C) chromosome and (Ι) pR1CP1. No secondary metabolite clusters were found on plasmid pR1CP2.

**Table S7**. Summary of upregulation of transcripts with T^WT^ as reference

|  | S^WT^ | P^WT^ | C^Δ123^ | C^Δ123^ | T^WT^ |
| --- | --- | --- | --- | --- | --- |
| Total mapped CDS | 7123 | 7766 | 7859 | 7862 | 7766 |
| Upregulated CDS | 631 | 1459 | 740 | 1776 | 1300 |
| Upregulated CDS (%) | 8 | 19 | 9 | 23 | 17 |

T – tetradecan, S – styrene, P – phenol, C – *p*-Cresol. A CDS is defined as upregulated if lfc > 0.58 and padj < 0.05.

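Table S7 counts upregulated CDS that passed both thresholds. Its title names tetradecane as the reference, although it also has a column for tetradecane. With limma on the deposited TPM, 384 CDS were higher and 3839 lower on phenol, 389 higher and 5021 lower on styrene, and 409 higher and 2693 lower in 1CPΔ123 on *p*-cresol, each out of 7404 CDS tested. With all 4 styrene libraries in the fit, 159 were higher and 4172 lower on styrene. The other 2 comparisons changed with it, to 276 higher and 2931 lower on phenol and 204 higher and 1970 lower on *p*-cresol. The median log2 fold change of all CDS was −1.33 on phenol, −1.98 on styrene and −0.87 on *p*-cresol, so that the median CDS lay below its tetradecane value. The mean TPM cannot fall in this way, because every library has the same sum. After median-of-ratios scaling these medians were 0.04, −0.09 and 0.16, and the numbers of higher and lower CDS were 1391 and 1219 on phenol, 1627 and 1821 on styrene, and 1022 and 955 on *p*-cresol. With quantile normalization they were 1142 and 1098, 1880 and 1910, and 982 and 942. Each of the 3 counts rests on the same single tetradecane library. In data simulated from these libraries, 43.3% of the CDS with a log2 fold change of 2 were recovered for phenol, 35.8% for styrene and 43.3% for *p*-cresol. In each simulation 67 CDS were given this change, far fewer than were called in the real fits. The spread of the single tetradecane library had to be assumed there too. These shares therefore do not give the share of real changes that the fits would find.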

**Table S8:** Specific activity of dioxygenase activity recorded for WT and ∆123 cell free crude extract on catechol(s)

| **Substrate/pathway** | **Ortho-cleavage**  **(specific activity mU/mg_crude_)** | | **Meta-cleavage**  **(specific activity mU/mg_crude_)** | |
| --- | --- | --- | --- | --- |
|  | **WT** | **∆123** | **WT** | **∆123** |
| Catechol | 98.1±0.6 | 9.2±1 | 0.2±0.3 | 1.2±0.005 |
| 4-methyl catechol | - | - | 0.2±0.3 | 3.4±0.2 |

**Table S9:** Values of Michaelis-Menten kinetics and turnover number k_cat_ of RoSOI1 and RoSOI2 for (R/S)-styrene oxide

| Enzyme | *K_M_* _(mM)_ | V_max_  _(µmoles_ _min_^-1^ _mg_^-1^_)_ | *k_cat_* | *k_cat_*/*K_M_* |
| --- | --- | --- | --- | --- |
| *Ro*SOI1 | 0.05±0.01 | 299±16 | 105±5 s^-1^ | 2.1x10^6^ s^-1^ M^-1^ |
| *Ro*SOI2 | 0.12±0.01 | 374±13 | 131±5 s^-1^ | 1.09x10^6^ s^-1^ M^-1^ |

**Table S10.** Plasmids used to construct knockout-mutant 1CP^Δ123^

| Plasmid | Inactivation of | Number of homologous nucleotides (left and right from inactivation insert) | Size of inactivation insert [nucleotides] |
| --- | --- | --- | --- |
| pK18A1-1EN1X4 | pheA1(1) / pROPH1 | 1225 / 464 | 344 (XhoI-fragment of pROPH8) |
| pK18A1-3E91 | pheA1(2) / pROPH3 | 1158 / 320 | 333 (EcoO109I -fragment of pROPH3) |
| pK18A1-8P1E2X1 | pheA1(3) / pROPH8 | 1415 / 211 | 344 (XhoI-fragment of pROPH8) |

**Table S11.** Strains and plasmids used in this study.

| **Strains and plasmids** | **Relevant properties** |  |
| --- | --- | --- |
| pMAL-c2X | Ap^r^; maltose-binding protein |  |
| pK18mobsacB | Km^r^; *oriT*, *sacB*, *lacZa* |  |
| pROPH1-1 | Ap^r^; 1.5 kb BamH I fragment of genomic DNA of *Rhodococcus opacus* 1CP in pBluescriptIIKS(+) |  |
| pROPH1-2 | Ap^r^; 3.7 kb EcoRI fragment of genomic DNA of *Rhodococcus opacus* 1CP in pBluescriptIIKS(+), overlap with pROPH1-1 |  |
| pROPH1-3 | Ap^r^; 5.0 kb NotI fragment of genomic DNA of *Rhodococcus opacus* 1CP in pBluescriptIIKS(+), overlap with pROPH1-1 |  |
| pROPH1-4 | Ap^r^; 4.2 kb EcoO109I fragment of genomic DNA of *Rhodococcus opacus* 1CP in pBluescriptIIKS(+), overlap with pROPH1-2 |  |
| pROPH3 | Ap^r^; 3.0 kb BamHI fragment of genomic DNA of *Rhodococcus opacus* 1CP in pBluescriptIIKS(+) |  |
| pROPH8 | Ap^r^; 8.0 kb BamH I fragment of genomic DNA of *Rhodococcus opacus* 1CP in pBluescriptIIKS(+) |  |
| pK18A1-1EN1X4 | Km^r^; pK18mobsacB carrying a 1.7 kb NotI/EcoRI-fragment of pROPH1-2 with a 330 bp insertion at the XhoI site |  |
| pK18A1-3E91 | Km^r^; pK18mobsacB carrying a 1.5 kb BamHI/ EcoRI-fragment of pROPH3 with a 333 bp insertion at the EcoO109I site |  |
| pK18A1-8P1E2X1 | Km^r^; pK18mobsacB carrying a 1.5 kb PstI/EcoRI-fragment of pROPH8 with a 344 bp insertion at the XhoI site |  |
| *Escherichia coli* DH5α | F^-^ φ80d*lacZ∆*M15 ∆(*lacZYA-argF*)U169 *endA*1 *recA*1 *hsdR*17 (r_K_^-^ m_K_^+^) *thi-*1 *supE*44 *λ*^-^ *gyrA*96 *relA*1 |  |
| *Escherichia coli* S17-1 | recA pro hsdR RP4­2­Tc::Mu­Km::Tn7 |  |
|  |  |  |

**Table S12.** Summary of transcriptome sequencing statistics of *Rhodococcus opacus* 1CP.

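Table S12 gives the reads of 12 libraries. Within groups, log2(TPM + 1) over all CDS correlated with Pearson's r between 0.987 and 0.992 for phenol, between 0.955 and 0.994 for *p*-cresol and between 0.849 and 0.956 for styrene replicates 1 to 3. The tetradecane library correlated with the phenol libraries at 0.748 to 0.753. Styrene replicate 4, which the table does not list, correlated with replicates 1, 2 and 3 at 0.646, 0.737 and 0.800, with the *p*-cresol libraries at 0.745 to 0.799 and with the phenol libraries at 0.749 to 0.770. It was thus closer to each of these 8 libraries than to styrene replicates 1 and 2. These are correlations across CDS, which are not independent replicates. The median TPM was 27.6 for tetradecane, 8.06 to 8.71 for phenol, 4.14 to 5.41 for styrene replicates 1 to 3, 7.92 for styrene replicate 4 and 11.0 to 15.3 for *p*-cresol. For 53 CDS with a length in Data Set S2, TPM multiplied by coding length gave whole multiples of 1 value per library (within 0.1 for every CDS under 30 reads). On this scale, 18 of the 53 CDS were at 1 read in the tetradecane library and none was at 0. No value of the whole file is 0, so 1 read is its floor and may also stand for a CDS without reads.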

|  | Phenol^WT^ | | | | p-Cresol^Δ123^ | | | | Styrene^WT^ | | | Tetradecane^WT^ |
| --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- |
|  | A | B | C | D | A | B | C | D | A | B | C | combined |
| Mappings | 5901083 | 5941975 | 3362212 | 7795041 | 5420259 | 11675713 | 8044628 | 9449227 | 7702164 | 8197683 | 7759711 | 672822 |
| Unique mapped reads | 5901083 | 5941975 | 3362212 | 7795041 | 5420259 | 11675713 | 8044628 | 9449227 | 7702164 | 8197683 | 7759711 | 672822 |
| Single Perfect Mappings | 5403436 | 5503018 | 3114270 | 7110072 | 4547166 | 10015747 | 6907121 | 7965936 | 7538501 | 7600536 | 7320376 | 641395 |
| Perfect Mappings | 0 | 0 | 0 | 0 | 0 | 0 | 0 | 0 | 0 | 0 | 0 | 0 |
| Single Best-Match Mappings | 497647 | 438957 | 247942 | 684969 | 773093 | 1659966 | 1137507 | 1483291 | 163663 | 597147 | 439335 | 31427 |
| Best-Match Mappings | 0 | 0 | 0 | 0 | 0 | 0 | 0 | 0 | 0 | 0 | 0 | 0 |
| Common Mappings | 0 | 0 | 0 | 0 | 0 | 0 | 0 | 0 | 0 | 0 | 0 | 0 |
| Single Perfect Coverage (%) | 73.25 | 72.85 | 67.30 | 75.06 | 75.53 | 80.55 | 78.13 | 81.20 | 44.32 | 66.05 | 65.12 | 69.67 |
| Perfect Coverage (%) | 0 | 0 | 0 | 0 | 0 | 0 | 0 | 0 | 0 | 0 | 0 | 0 |
| Single Best-Match Coverage (%) | 7.52 | 7.40 | 6.32 | 7.73 | 8.13 | 9.08 | 8.49 | 9.41 | 6.90 | 8 | 7.53 | 6.23 |
| Best-Match Coverage (%) | 0 | 0 | 0 | 0 | 0 | 0 | 0 | 0 | 0 | 0 | 0 | 0 |
| Common Match Coverage (%) | 0 | 0 | 0 | 0 | 0 | 0 | 0 | 0 | 0 | 0 | 0 | 0 |
| Total Coverage (%) | 80.77 | 80.26 | 73.62 | 82.79 | 83.66 | 89.63 | 86.62 | 90.61 | 51.22 | 74.05 | 72.65 | 75.90 |

**Table S13.** Annotation and transcriptome data of *R.opacus* 1CP *meta*-cleavage and side chain pathway in attacking *p*-cresol and styrene, respectively.

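Besides the *sty* genes, the styrene part of Table S13 contains the anthranilate dioxygenase cluster C79 (6728710 to 6739731 on the chromosome), which precedes the phenylacetic acid cluster. All 13 of its CDS were higher on styrene than on *p*-cresol, with log2 fold changes between 5.78 and 8.41 and a median of 7.63 (13 when adjusted over the list alone). Its loci were taken from Data Set S2, which reports these samples, and the count is not independent evidence. The oxygenase gene *antA* (R1CP_RS30655) reached 403 ± 293 TPM (SD, n = 3) against 0.135 ± 0.0278 TPM on *p*-cresol (SD, n = 4; 1 or 2 reads in each library), a log2 fold change of 8.25 (SE 0.35, adjusted p = 5.2e-10 from limma). In styrene replicate 4 *antA* was at 0.265 TPM. With all 4 styrene libraries the 13 CDS were still called, with a median log2 fold change of 5.77. In the comparison with tetradecane, 13 were higher with replicates 1 to 3 (13 when adjusted over the list alone). With all 4 libraries 5 were higher, and 0 when adjusted over the list alone, while 9 had an unadjusted p from limma below 0.05.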

**Table S14.** Comparative transcriptome data of PD630 grown on phenol vs 1CP^∆123^ grown on *p*-cresol. Upregulated and downregulated genes are marked in green and red, respectively, while the grey highlight indicates no significant changes in gene regulation.

| **Annotation** | **Gene ID [1CP]** | **Gene ID**  **[PD630]** |
| --- | --- | --- |
| Probable succinyl-CoA:3-ketoacid coenzyme A transferase subunit A | R1CP_00985  R1CP_24505 | LPD05449 |
| protocatechuate 34-dioxygenase beta subunit | R1CP_24510 | LPD05450 |
| protocatechuate 34-dioxygenase alpha subunit | R1CP_24515 | LPD05451 |
| 3-carboxy-ciscis-muconate cycloisomerase | R1CP_24520 | LPD05452 |
| 3-oxoadipate enol-lactonase | R1CP_30450 | LPD05453 LPD06743 |
| transcriptional regulator PcaR | R1CP_24530 | LPD05454 |
| Acetyl-CoA acetyltransferase | R1CP_00975  R1CP_04805 R1CP_04830 R1CP_07345 R1CP_07615 R1CP_09820 R1CP_24535 R1CP_25115 R1CP_25965 R1CP_30440 R1CP_32160 R1CP_32170 R1CP_34365 | LPD05455 |
| xylose repressor | R1CP_29605 | LPD06565 |
| muconolactone delta-isomerase | R1CP_29610 | LPD06566 |
| Muconate cycloisomerase 1 | R1CP_29615 R1CP_32000 | LPD06567 |
| Catechol 12-dioxygenase | R1CP_01035  R1CP_29620 R1CP_30430 | LPD06568 LPD06570 LPD06742 |
| phenol hydroxylase reductase component | R1CP_29650 R1CP_30420  R1CP_39645 | LPD06575 LPD06740 |
| phenol hydroxylase | R1CP_39650 R1CP_30420 | LPD06576 LPD06741 |
| Beta-ketoadipyl-CoA thiolase | R1CP_10490 R1CP_31465 R1CP_34655 R1CP_39975 | LPD06744 |
| shikimate transport protein | R1CP_31590 | LPD06699 LPD07505 |
| NDMA-dependent methanol dehydrogenase | R1CP_11675 | LPD02697 |
| 60 kDa chaperonin 3 | R1CP_19770 | LPD04557 |
| methane monooxygenase | R1CP_19735 | LPD04550 LPD04551 LPD04552 |

**
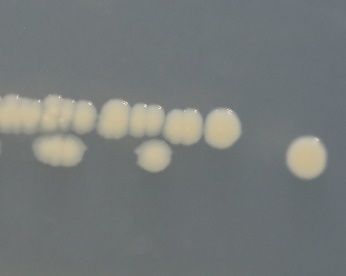
**

**Figure S1** Colonies of *Rhodococcus opacus* 1CP grown on solid MM.

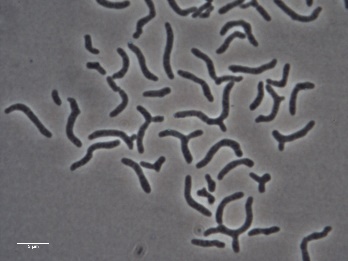

**Figure S2** Light microscopic image of 1CP during the exponential phase.

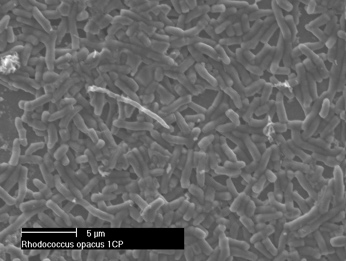

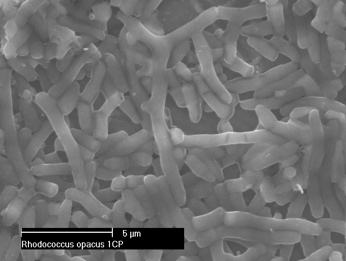

**Figure S3** Electron microscopy images of *Rhodococcus opacus* 1CP.

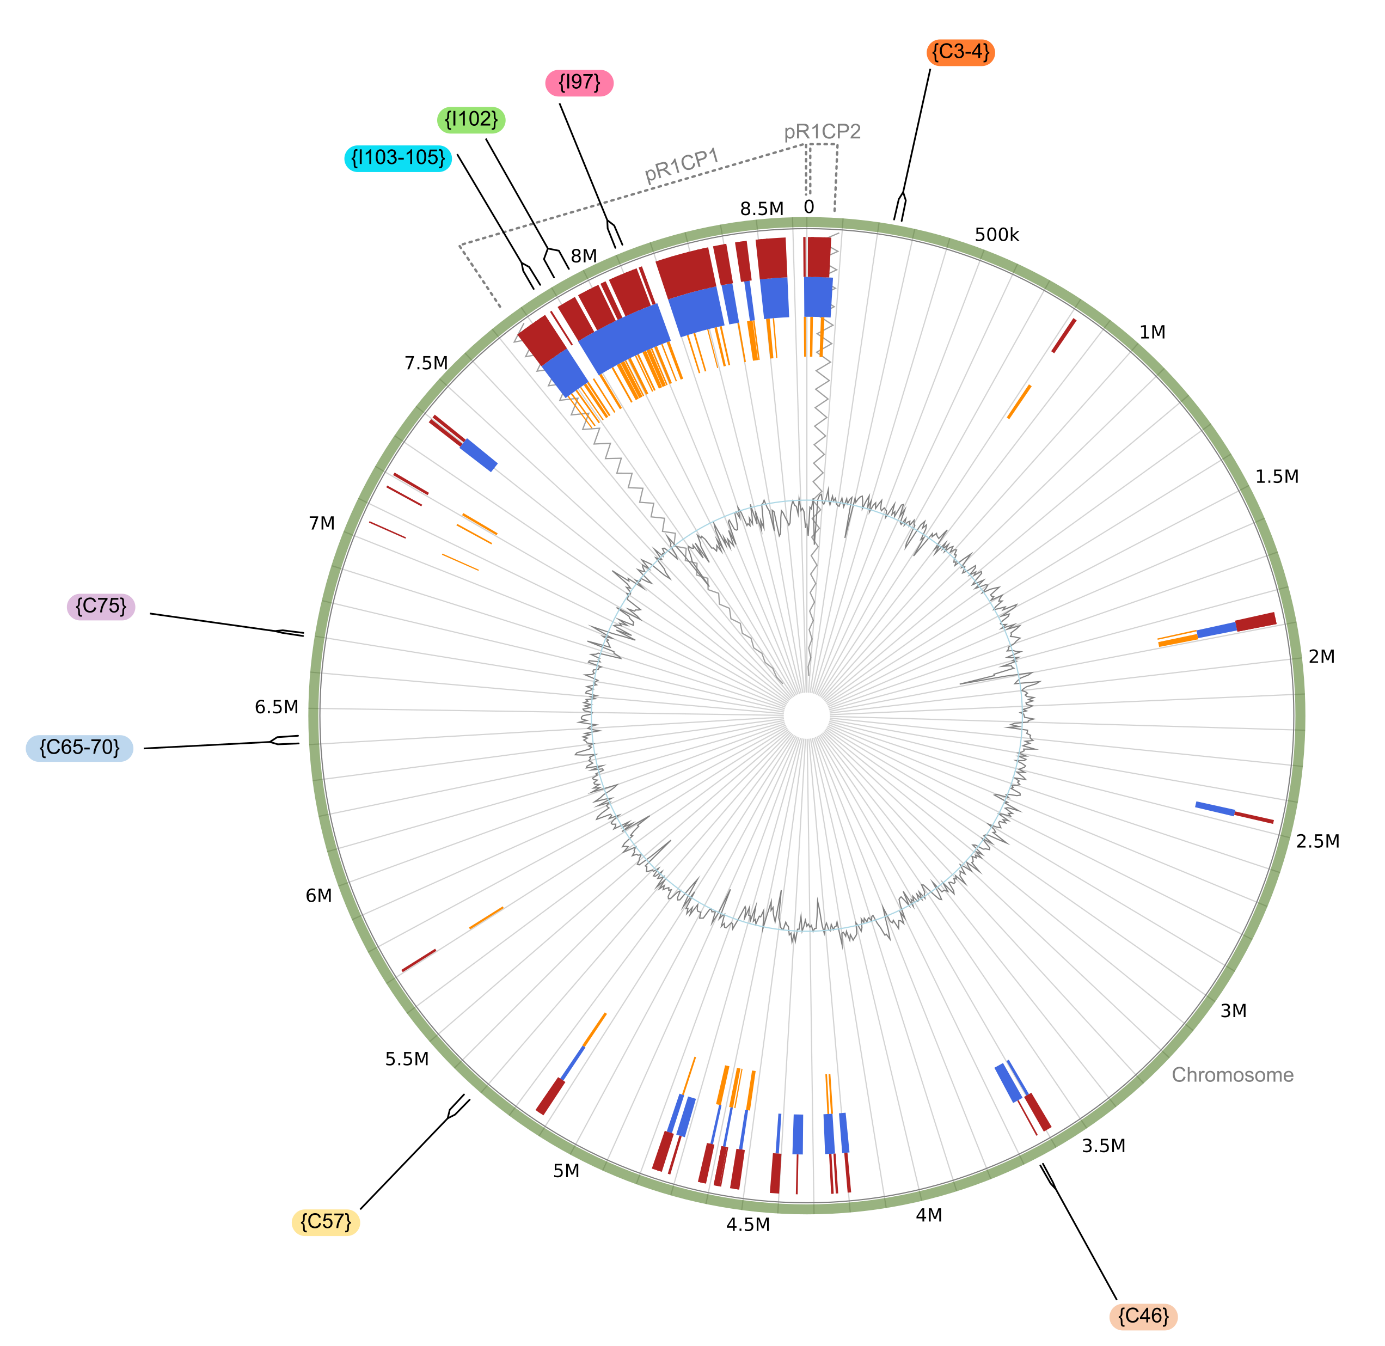

**Figure S4.** Horizontal gene transfer analysis of the complete genome of *Rhodococcus opacus* 1CP versus the reference genome of *Rhodococcus opacus* B4 using the software Islandviewer 4 (87). Regions representing the plasmids are depicted with grey dashed lines, while the remaining segments represents the chromosome. Genomic island predictions are shown in the circle as colored blocks (SIGI-HMM in orange, IslandPath-DIMOB in blue and integrated results in red). Relevant gene clusters of this study are indicated at the respective position on the genome following the same color code as found in table 1. The GC-content is visualized in the center of the genome blot.

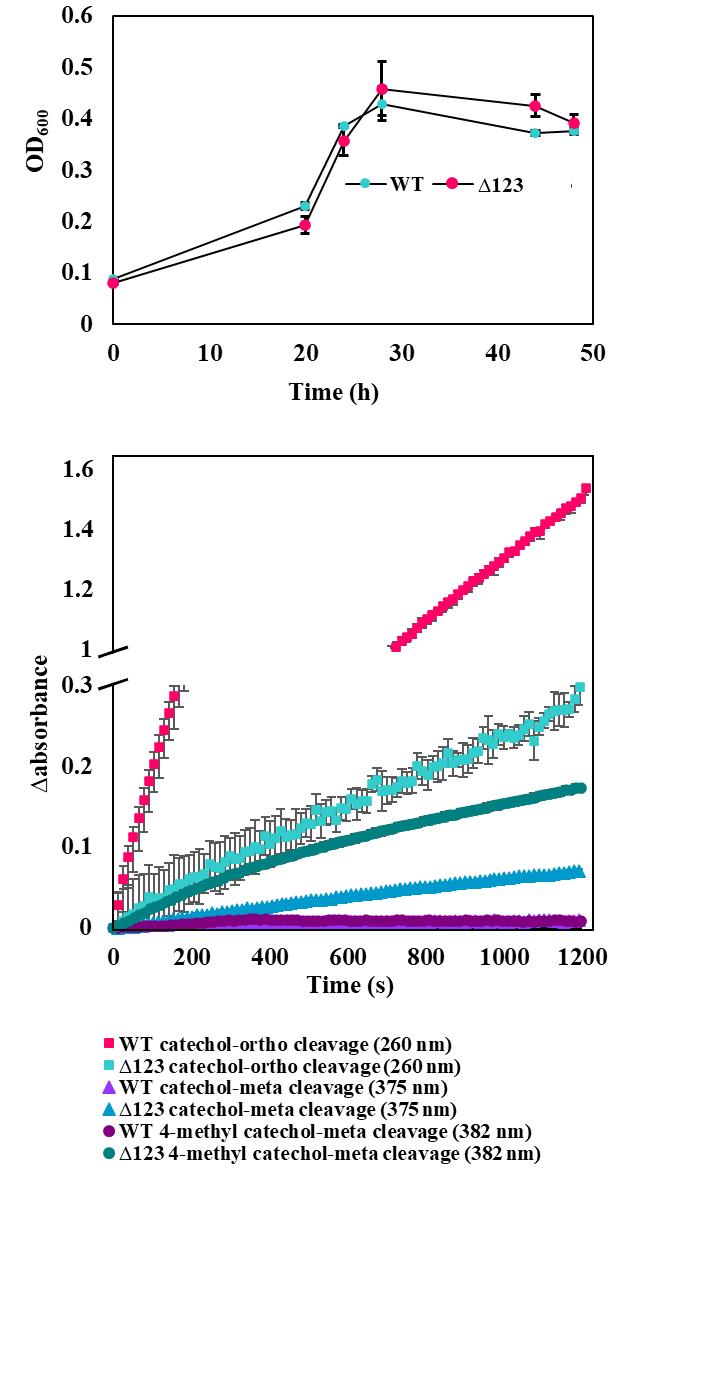

**Figure S5.** The growth curve (top graph) of WT and ∆123 when *p*-cresol is supplemented as a sole carbon source. The dioxygenase activity (catechol 1,2- and catechol 2,3-dioxygenase) of *p*-cresol grown WT and ∆123 tested on different substrates. The observed change in absorbance over time is given in y- and x-axis, respectively.

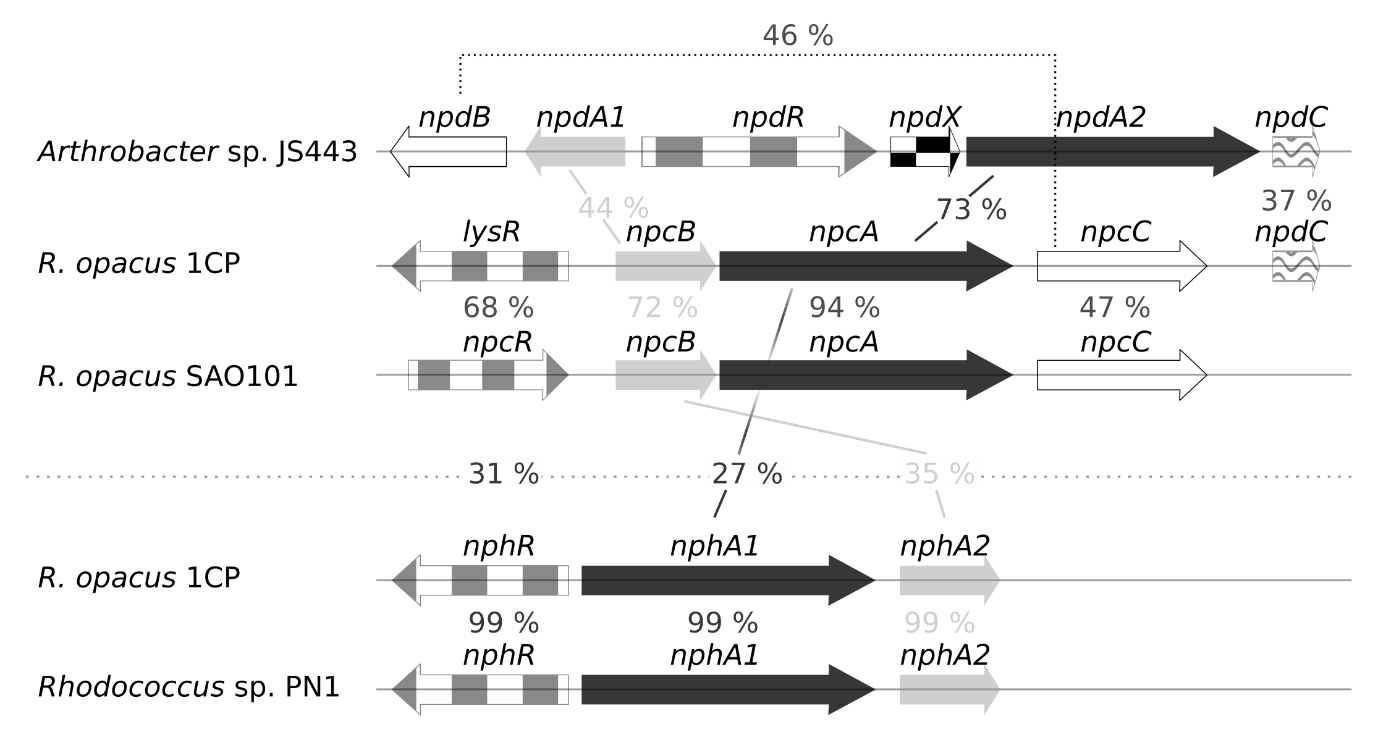

**Figure S6.** Comparison of degradation clusters initiating the degradation of *para*-substituted phenols in known rhodococci and *Arthrobacter.* The respective gene clusters can be reviewed on NCBI and the respective publication: *Arthrobacter sp.* JS443 - EF052871 (99), *R. opacus* SAO010 – AB154422 (97) *Rhodococcus* sp. PN1 – AB081773 (92) and on the genome of *R. opacus* 1CP. All percentage values report the sequence identity on the protein level towards the respective homolog in *R. opacus* 1CP.

How the deposited data were processed for this re-analysis (not part of the article)

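RNA-seq libraries of *Rhodococcus opacus* 1CP were analysed: 4 of 1CP WT on phenol, 4 of 1CP WT on styrene, 4 of 1CPΔ123 on *p*-cresol, and 1 of 1CP WT on tetradecane from the pooled RNA of 4 samples. The authors deposited 1 table with the TPM of 7965 CDS in 13 libraries. According to the methods and the submitters' processing notes, the authors mapped the reads with Bowtie2 (2.3.2) to the chromosome and both plasmids and calculated the deposited TPM per CDS with ReadXplorer. Every library of the table sums to 1000000 TPM, and no value is 0. The table holds locus tags without names, and none of its 7965 locus tags (0) matched the table of gene names at hand, which is of *R. opacus* PD630. Names, products and positions were taken from Table S13 (67 loci) and Data Set S2 (53 loci), which together pair 79 loci with a name or a position. 

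TPM are not counts, so count models were not used. Values were transformed to log2(TPM + 1), and 7404 CDS with a mean TPM of at least 1 over the 12 libraries of Table S12 were tested with limma (3.58.1 in R 4.3.3), with group means and an empirical Bayes trend. P-values were adjusted by the Benjamini-Hochberg method over the CDS tested. A CDS was called at a log2 fold change of at least 0.58 in size and an adjusted p below 0.05. The standard error is that of the moderated fit. All 12 libraries entered 1 fit, because the tetradecane group has a single library and takes its spread from the replicated groups. Comparisons of phenol, styrene and *p*-cresol with tetradecane share this library, so overlaps between them were not computed. Single genes in 2 replicated groups were also compared with an exact two-sided permutation test of mean log2(TPM + 1). Tables and figures were made with Python 3.11.15, pandas 2.3.3, numpy 2.4.6, scipy 1.17.1 and matplotlib 3.10.9.

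The fit was tested on simulated data made from these libraries with known changes. Log2 fold changes of 1, 2 and 4 were given to 66 or 67 CDS each, far fewer than were called in the real fits. The spread of the tetradecane library, which has no replicate, had to be assumed. The shares recovered hold for these settings and do not give the share of real changes that the fits would find. Between replicated groups, a log2 fold change of 2 was recovered for 83.6% of the changed CDS (*p*-cresol against phenol), 76.1% (styrene against *p*-cresol) and 82.1% (styrene against phenol). A log2 fold change of 1 was recovered for 1.5% of the changed CDS in the comparison of phenol with tetradecane and for 24.2% in that of *p*-cresol with phenol.

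The genes named were fixed by a rule before the data were examined: per comparison, the 10 higher and the 10 lower CDS with the largest log2 fold change among those called, with a mean of at least 50 TPM in the higher group and no overlap between libraries, and every CDS the paper names. The paper's values for its own genes had been seen. Of the loci of Table S13 and Data Set S2, those reported in the text, on which libraries far from their group were also searched, were chosen after their values were seen. Most CDS of the first part carry no name in the sources used here and were left out of the text, apart from a few locus tags. R1CP_RS13215 was singled out after its values were seen. Clusters were taken as the loci of Table S13 and Data Set S2 that lie in the clusters of the paper.

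Before the data were examined, the following alternatives were fixed: pseudocounts of 0.1 and 10, no filter and a minimum mean of 10 TPM, median-of-ratios scaling, quantile normalization, all 13 libraries, array weights, a robust fit without trend, fits of only the compared groups, the replicate number as a block, and leaving out each replicate. A fit without R1CP_RS13215, with TPM scaled again, was added after the data had been seen. To set values beside the paper's, the m-value was calculated as the difference of log2 mean TPM without a pseudocount. The methods define it as a difference of log2 TPM and do not state how replicates were combined. This form was added after the data had been seen, and the values at the claims are the planned log2 fold changes. Gene lists by product name and the comparison of replicons were planned but not run, because the table gives neither products nor replicons.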

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

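The tests of a label exchange and of the number of reads were chosen after the results were seen, as were the loci on which libraries far from their group were searched.

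Styrene replicate 4, which Table S12 does not list, gave signals that the paper does not analyse. *styC2* (R1CP_RS37805) stood at 3190.2 TPM and the soluble protein gene R1CP_RS37850 at 2297.7 TPM, both above all phenol, *p*-cresol and tetradecane libraries. R1CP_RS13215 took 27.5% of the TPM. *styA* was at 20.5 TPM, far below styrene replicates 1 to 3 (644 to 4684 TPM). It was still above all phenol, *p*-cresol and tetradecane libraries (highest 6.12 TPM, on tetradecane), as were *styB*, *styC* and *styD*. *antA*, at 0.265 TPM, lay within the range of the phenol libraries (0.184 to 0.402 TPM). Over all CDS, this library correlated better with each *p*-cresol (0.745 to 0.799) and phenol library (0.749 to 0.770) than with styrene replicates 1 and 2 (0.646 and 0.737). An exchange with a phenol, *p*-cresol or tetradecane library is argued against by *styC2*, which was 113.8 times its highest value in those libraries. Too coarse a scale is argued against, since 1 read was worth 0.52 times the most TPM it was worth in styrene replicates 1 to 3. This worth does not measure the number of reads. In styrene replicates 1 and 2, with 7702164 and 8197683 mapped reads, 1 read in a CDS of 1 kb was worth 0.327 and 0.111 TPM. The mapped reads of replicate 4 are not given. A different time or state of this culture stays open and was not tested, because the sources give no such record.

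Among 102 groups of 4 libraries, 8 held a library far from the others, where chance gives about 1 in 20. The gap to the nearest library is given as a share of the range of log2 TPM. For 4 of the 8, the values rest on a few reads, so that the share is set by steps of 1 read and does not show a library standing apart. In the styrene group, replicate 4 stood apart for the activator gene R1CP_RS37890 (24.8 TPM against 9834 to 12982, share 0.956), for *antA* (share 0.845) and for *paaK* (20.7 TPM against 276 to 455, share 0.838). In the *p*-cresol group, replicate 4 was below the others for the propanoyl-CoA carboxylase gene R1CP_RS23270 (307 TPM against 411 to 420, share 0.934). The 4 on a few reads are *styA* in phenol replicate 3 (0.810 TPM against 0.093 to 0.116, or 4 reads against 1 in each other library, share 0.898), *styC* in phenol replicate 3 (1.54 TPM against 0.234 to 0.293, or 3 reads against 1, share 0.880), *styC* in *p*-cresol replicate 1 (0.343 TPM against 0.804 to 0.877, or 1 read against 3 to 5, share 0.907) and the aldolase gene R1CP_RS20790 in styrene replicate 2 (0.108 TPM against 0.314 to 0.332, share 0.950). For the last no length was available, but 1 read in a CDS of 1 kb is worth 0.111 TPM in that library and 0.161 to 0.327 TPM in the others.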

How the results depend on the processing

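The fit without R1CP_RS13215 was chosen after seeing the data. Of the log2 fold changes of single genes under the alternatives, 1253 kept direction and side of the threshold, 14 lost and 6 gained a call and 7 turned. The lost calls are those of C23DO on styrene, of the propanal dehydrogenase gene R1CP_RS20795, of the transporter gene R1CP_RS37855 and of *paaJ*, with the values given beside them. A call of *paaJ* between styrene and *p*-cresol was also lost with a pseudocount of 10, at 0.30, and with only the 2 groups compared, at 0.94. All 18 CDS of the *meta*-cleavage cluster on *p*-cresol, against tetradecane and against phenol, and all 13 of the anthranilate dioxygenase cluster on styrene against *p*-cresol were called under each alternative run. For the styrene cluster against *p*-cresol this held for all 23, except for 21 with a minimum mean of 10 TPM, which tests fewer CDS.

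The numbers of CDS depended on the scaling. With median-of-ratios scaling, 1391 were higher and 1219 lower on phenol than on tetradecane, 1627 and 1821 on styrene, and 1022 and 955 on *p*-cresol. They were 1122 and 1099 for *p*-cresol against phenol, and 2293 and 2652 for styrene against *p*-cresol. With quantile normalization these were 1142 and 1098, 1880 and 1910, 982 and 942, 1018 and 1015, and 2351 and 2460. With a minimum mean of 10 TPM, which tests fewer CDS, 1672 were lower on phenol, 3194 on styrene and 1003 on *p*-cresol than on tetradecane, 1277 were higher on *p*-cresol than on phenol, and 673 and 771 were higher on styrene than on *p*-cresol and phenol. With array weights, 685 were higher on phenol, and 763 higher and 4650 lower on *p*-cresol than on tetradecane, and 1147 lower on *p*-cresol than on phenol. With all 13 libraries, 159 were higher on styrene and 204 on *p*-cresol than on tetradecane, and 1160 higher on *p*-cresol than on phenol. With a pseudocount of 10, 781 and 933 were higher on styrene than on *p*-cresol and phenol. Without R1CP_RS13215, 616 were higher and 4036 lower on styrene than on tetradecane, 1958 and 3086 than on *p*-cresol, and 2394 and 2428 than on phenol. The median log2 fold change of all CDS moved from −1.98 to −1.44, from −0.93 to −0.36 and from −0.46 to 0.08, so that the share of this 1 CDS lowers the others on styrene and accounts for part of the excess of lower CDS. Otherwise, apart from the smaller number of CDS tested, the cause was not tested.

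On styrene against tetradecane, the number of higher CDS of the *meta*-cleavage cluster was 15 with quantile normalization, 5 with all 13 libraries and 17 with array weights, and between 6 and 16 when single replicates were left out. C23DO on phenol turned to 0.39 with median-of-ratios scaling and 1.06 with quantile normalization, and HMSH on *p*-cresol to 0.15 and 0.45. HMSH was called lower with array weights, at −0.84, and R1CP_RS12650 higher on *p*-cresol with median-of-ratios scaling, at 1.78. On styrene against tetradecane, the transposase gene gained a call at 2.16 and 2.86 with median-of-ratios scaling and quantile normalization, and *paaJ* at 1.65 and 2.17. With all 13 libraries, the transposase gene turned to −0.26 and *paaJ* to −0.073 on styrene against tetradecane. Without single replicates, *paaJ* lay between −0.38 (without styrene replicate 3) and 0.51 (without styrene replicate 1). For these the cause was not tested.

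The replicate numbers do not pair the libraries, since the deviations of libraries with the same number correlated between −0.18 and 0.25. With the replicate number as a block, 2029 CDS were higher and 641 lower on *p*-cresol than on phenol, 1156 and 3860 on styrene against *p*-cresol, and 1461 and 3131 on styrene against phenol, and no cluster count changed. The comparisons with tetradecane have no such pairs. The single tetradecane library with 672822 mapped reads limits every comparison with tetradecane. The gene lists by product name, their set tests and the replicons were not run.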

Differences from the paper's values

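Values are m-values, the difference of log2 TPM of the methods, calculated from the deposited TPM of the libraries of Table S12. Group means were used, because the methods do not state how replicates were combined. The paper's m-values are those of Table S13 and Data Set S2. The a-values of Data Set S2 are not on the log2 scale of the methods, so how its m-values were obtained is not certain. This form was chosen after seeing the values, and the loci listed are those reported in the text, also chosen after their values were seen. The tallies are over all loci. The planned log2 fold changes from limma, with a pseudocount of 1, differed from the paper's more often.

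Over the 53 loci of Data Set S2 (styrene against *p*-cresol), 37 m-values differed by more than the larger of the replicate SD and the paper's standard error, with a median difference of −1.30. After median-of-ratios scaling, a setting fixed before the data were examined that the paper does not name, 7 of the 53 differed (median difference −0.23). Of the planned log2 fold changes, 50 of 52 differed, 38 after median-of-ratios scaling and 36 after quantile normalization. Among the loci reported, *antA* was at 11.55 (paper 12.68), *paaK* at 5.63 (paper 6.84), *paaA* at 6.39 (paper 7.49), *styC2* at 6.53 (paper 7.65), *styC* at 11.45 (paper 13.00) and the transporter gene R1CP_RS37855 at 10.77 (paper 12.68). In the *p*-cresol libraries *antA* stood at 1 or 2 reads, *styC* at 1 to 5 and R1CP_RS37855 at 2 or 3. No value of the file is 0, so 1 read is its floor, and the m-values of *antA* and *styC*, which reach it, are lower bounds. The m-values of all 6 fell within the error with median-of-ratios scaling. So did those of *antA* without styrene replicate 1 or 3 or *p*-cresol replicate 4, of *paaK* without *p*-cresol replicate 4 and of *styC* without styrene replicate 1. The log2 fold changes of *paaK*, *paaA* and *styC2* did so with either scaling, and that of *paaK* with array weights. In the fit without R1CP_RS13215, chosen after seeing the values, *paaK* and *styC2* came within the error, 41 of the 52 loci differed, and all 23 CDS of the styrene cluster and all 15 of the phenylacetic acid cluster were still called against *p*-cresol. For *styA*, *styB*, *styD*, R1CP_RS37850 and R1CP_RS37860 only the m-values were within the error, and their log2 fold changes were not under any setting. For *paaJ* the m-value was, and the log2 fold change with either scaling, with array weights and without R1CP_RS13215.

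Over the 26 loci of Table S13 for *p*-cresol against tetradecane, 18 m-values differed, with the replicate SD of *p*-cresol alone as the error (median difference −0.74), and 20 after median-of-ratios scaling (median difference 0.43). Of the planned log2 fold changes 21 differed, 12 after median-of-ratios scaling and 21 after quantile normalization. Among the loci reported, 16 m-values differed. That of C23DO did not, while its planned log2 fold change of 10.95 (paper 11.7) did, and came within the error with either scaling, with a pseudocount of 0.1, with array weights and without *p*-cresol replicate 3 or 4. NphA1 at 14.74 (paper 13.4) and HHDH at 11.54 (paper 10.8) were within the error as planned log2 fold changes, at 13.43 and 10.75. Their tetradecane values of 0.716 and 1.41 TPM lie near that of 1 read in a CDS of 1 kb (1.12 TPM), so these m-values are not exact. With median-of-ratios scaling, HMSD at 8.92 (paper 10.2) came within it as m-value only, and NphA2 at 10.02 (paper 10.8), GcoB at 5.06 (paper 5.8) and R1CP_RS23270 at 0.50 (paper 1.4) as log2 fold change only. GcoA at 7.16 (paper 7.9), HMSH at −0.94 (paper 0.08), R1CP_RS12650 at 0.75 (paper 1.5), R1CP_RS12655 at 0.53 (paper 1.3) and R1CP_RS22245 at 3.50 (paper 4.6) did so in both forms. Quantile normalization brought R1CP_RS12650, R1CP_RS12655, R1CP_RS22245 and the hydratase gene R1CP_RS20800 at 4.06 (paper 4.8) within the error. R1CP_RS00875 at 5.83 (paper 7.7), OMMC at 10.11 (paper 10.7), R1CP_RS20790 at 5.03 (paper 6.9) and R1CP_RS20795 at 3.38 (paper 5.5) did not come within it under any setting run.

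At the thresholds of the paper, 384 CDS were higher on phenol (paper 1459), 389 on styrene (paper 631) and 409 on *p*-cresol, for which the table has 2 columns (paper 740 and 1776). Counts within 1.5 times the paper's were obtained for phenol with median-of-ratios scaling and quantile normalization, for styrene with array weights and without styrene replicate 2, and for the first *p*-cresol column with median-of-ratios scaling, quantile normalization, array weights and without styrene replicate 1, and not under the other alternatives set before the data were examined. Without R1CP_RS13215, a setting chosen after seeing the values, 616 were higher on styrene, and the number called in the styrene cluster against tetradecane stayed at 22 of 23. In the comparison with tetradecane, no alternative reached the second *p*-cresol column (1776). Against phenol, 2055 CDS were higher on *p*-cresol. Table S7 also counts upregulated CDS under tetradecane, its own reference, so what each column compares is not certain. In Data Set S2 the a-value is described as a mean of log2 values, but reaches 55185 for R1CP_RS37890, which a log2 TPM cannot hold.

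In its discussion the paper states that phenol raised no extradiol dioxygenase, while its results except cluster C54. The C54 dioxygenase R1CP_RS22245 had a log2 fold change of 6.43 on phenol against tetradecane, and C23DO did not pass the test.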

Other observations

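The test of reads carried over was chosen after the values were seen, and that of the 50 most abundant CDS after the median shift against tetradecane was known.

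The additional *meta*-route genes of cluster C52 were also higher in phenol-grown 1CP WT than on tetradecane, as Table 3 of the paper marks them. The aldolase gene R1CP_RS20790 was at 263, 203, 54.4 and 43.7 TPM in phenol replicates 1 to 4 and had a log2 fold change of 4.33 (SE 0.78, adjusted p = 0.0004 from limma). The hydratase gene R1CP_RS20800 had 4.27 (SE 0.71, adjusted p = 0.0002) and the dehydrogenase gene R1CP_RS20795 had 3.54 (SE 0.85, adjusted p = 0.0032). None of the 3 differed between phenol and *p*-cresol by the test. On styrene, the 3 genes of propanoyl-CoA carboxylase were lower than on *p*-cresol. R1CP_RS12650 stood at 2.70 ± 1.77 TPM on styrene (SD, n = 3) against 202 ± 76.0 TPM on *p*-cresol (SD, n = 4), a log2 fold change of −5.83 (SE 0.38, adjusted p = 2.0e-08 from limma), and at 34.8 TPM in styrene replicate 4. In that library R1CP_RS23270 was at 333 TPM, within the range of the *p*-cresol libraries. All 3 were also lower after median-of-ratios scaling. Among the CDS taken by the naming rule, the largest rise from *p*-cresol to styrene was that of R1CP_RS33690, from 0.674 to 6494 TPM, and the largest fall that of R1CP_RS36030, from 4105 to 3.47 TPM.

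The *meta*-cleavage cluster was transcribed in styrene replicates 2 and 3, and its parts differed in level. The paper lists C23DO in cluster C3 and NphA1 and NphA2 in cluster C4, and marks both clusters as upregulated on styrene. In replicate 3, the 6 CDS from C23DO to the first tautomerase gene (R1CP_RS00830 to R1CP_RS00855) stood at 0.884% to 3.21% of their *p*-cresol mean, and the 12 CDS from NphA2 to the IclR regulator at 20.6% to 57.6%, and in replicate 2 at 0.305% to 0.991% and 5.02% to 16.2%. Reads carried over from the *p*-cresol libraries would give all 18 the same share, but the highest share in replicate 3 was 65.2 times the lowest, which argues against this as the whole explanation. An induction by styrene or its products stays open as a hypothesis and was not tested.

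More CDS were lower than higher against tetradecane, with a median log2 fold change of −1.33 on phenol. Of the CDS lower on phenol, 75.0% stood at 10 TPM or more on tetradecane, so most of them were not near 1 read there. Since 76.7% of all CDS tested stood at this level too, nearly any set would pass this test, and it decides nothing more. With a minimum mean of 10 TPM, 1672 were still lower and 344 higher. These counts argue against values near 1 read in the tetradecane library as the whole explanation. The 50 most abundant CDS took 38.8% to 41.4% of the TPM on phenol and 24.1% on tetradecane, which lowers all others by only 0.33 on the log2 scale (log2 ratio −0.33), too little for the median shift. After median-of-ratios scaling there were 0.88 lower CDS for each higher one, but this scaling centres the fold changes, so it does not decide whether a few CDS taking a large share account for the pattern. A broader change between the alkane and phenol and other effects of the single tetradecane library stay open.

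For the replicated comparisons, the libraries were also grouped in every other way. The real grouping was the only 1 of 35 to reach its count, with 2717 CDS for *p*-cresol against phenol (highest other 0), 5234 for styrene against *p*-cresol (highest other 3444) and 4760 for styrene against phenol (highest other 2168). This argues against chance in the grouping but cannot exclude it, since 1 in 35 is the smallest share possible. In both styrene comparisons, some other groupings also called many CDS.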
